# Paternal nicotine exposure alters hepatic xenobiotic metabolism in offspring

**DOI:** 10.7554/eLife.24771

**Published:** 2017-02-14

**Authors:** Markus P Vallaster, Shweta Kukreja, Xin Y Bing, Jennifer Ngolab, Rubing Zhao-Shea, Paul D Gardner, Andrew R Tapper, Oliver J Rando

**Keywords:** paternal effects, epigenetics, substance abuse, Mouse

## Abstract

Paternal environmental conditions can influence phenotypes in future generations, but it is unclear whether offspring phenotypes represent specific responses to particular aspects of the paternal exposure history, or a generic response to paternal ‘quality of life’. Here, we establish a paternal effect model based on nicotine exposure in mice, enabling pharmacological interrogation of the specificity of the offspring response. Paternal exposure to nicotine prior to reproduction induced a broad protective response to multiple xenobiotics in male offspring. This effect manifested as increased survival following injection of toxic levels of either nicotine or cocaine, accompanied by hepatic upregulation of xenobiotic processing genes, and enhanced drug clearance. Surprisingly, this protective effect could also be induced by a nicotinic receptor antagonist, suggesting that xenobiotic exposure, rather than nicotinic receptor signaling, is responsible for programming offspring drug resistance. Thus, paternal drug exposure induces a protective phenotype in offspring by enhancing metabolic tolerance to xenobiotics.

**DOI:** http://dx.doi.org/10.7554/eLife.24771.001

## eLife digest

Until recently, it seemed impossible that the conditions a person or animal experiences during their lifetime might affect the health of their offspring and future generations. Research over the past decade, however, has shown that a parent’s environment can cause changes that can be passed to future generations. For example, studies in rodents have shown that a father’s diet influences the way their offspring metabolize food. Moreover, a male mouse exposed to stress or toxins fathers pups that often respond differently in stressful situations relative to other mice.

So, how do these traits get transferred to offspring via sperm and how specific is the next generation’s response to the environmental pressures faced by their fathers? Many studies so far have looked at environmental influences that may have broad biological effects, for example a high fat diet. Now, some scientists are trying to understand whether exposure to nicotine, which has a more targeted effect, causes drug-specific effects in offspring.

Vallaster et al. now show that mice whose fathers had been exposed to nicotine before mating are more able to withstand toxic levels of the chemical than mice whose fathers were never exposed to the drug. In the experiments, some male mice were given water with nicotine in it over the course of five weeks. Later, the offspring of these mice were exposed to nicotine to see whether they were more or less sensitive to it than offspring of unexposed males. It turns out the mice with nicotine-exposed fathers have a higher resistance to the toxic effects of nicotine and, unexpectedly, to toxic levels of cocaine as well. This suggests that the pups of nicotine-exposed fathers are not specifically programmed to respond to nicotine, but instead are more resistant to toxins in general.

Vallaster et al. found that the livers of the offspring of nicotine-exposed fathers appear to be better able to metabolize both drugs. Exposing the fathers to another drug called mecamylamine (which can prevent many of nicotine’s effects on the body) also made their offspring more resistant to nicotine, showing that multiple drugs may make offspring more toxin-resistant. Studies in humans will be needed to confirm whether a father’s nicotine use affects children the same way it does mice. Similar mice studies also may help scientists to study how other types of environmental exposure might affect a man’s future children.

**DOI:** http://dx.doi.org/10.7554/eLife.24771.002

## Introduction

Environmental conditions experienced in one generation can affect phenotypes that manifest in future generations, a phenomenon sometimes referred to as the ‘inheritance of acquired characters.’ In mammals, a substantial body of literature links various maternal exposures to offspring phenotypes (Harris and Seckl, 2011; Rando and Simmons, 2015; Simmons, 2011), and an increasing number of studies have shown that *paternal* environment can also alter offspring phenotype (Rando, 2012). Paternal effect paradigms are of particular mechanistic interest in mammals, given that it is challenging to disentangle maternal environment effects on the oocyte epigenome from effects on uterine provisioning during offspring development. In contrast, in many paternal effect paradigms, males contribute little more than sperm to the offspring, simplifying the search for the mechanistic underpinnings of paternal effects on children. A large number of paternal exposure paradigms have been used to show that a father’s diet can affect metabolic phenotypes in the next generation (McPherson et al., 2014; Rando, 2012), while another large group of studies link paternal stress (using paradigms such as social defeat stress, or early maternal separation) to anxiety-related behaviors and cortisol release in offspring (Bale, 2015). Finally, a growing number of toxins and drugs have been shown to induce effects on various offspring phenotypes (Skinner et al., 2011; Vassoler et al., 2013; Yohn et al., 2015; Zeybel et al., 2012).

A key challenge in such studies at present is to understand how the offspring phenotype is related to the stimulus presented in the paternal generation – in other words, how specific is the offspring response? This challenge is compounded by the fact that many of the stimuli used for paternal effect paradigms – low protein and high fat diets, social stressors, and endocrine disruptors – have pleiotropic effects on organismal physiology. We therefore sought to develop a paternal effect paradigm based on a defined ligand-receptor interaction, to enable pharmacological interrogation of the specificity of the offspring phenotype. Nicotine is a commonly-used drug in humans, and acts by binding to and activating nicotinic acetylcholine receptors (nAChRs), ligand-gated cation channels normally activated by the endogenous neurotransmitter acetylcholine. Maternal use of nicotine has been linked to multiple phenotypes in offspring (Yohn et al., 2015; Zhu et al., 2014), and although effects of paternal nicotine exposure have been less-studied, paternal smoking in humans has been suggested to affect metabolic phenotypes in children (Pembrey et al., 2006).

Here, we develop a rodent model for paternal nicotine effects, asking (1) whether exposure of male mice to nicotine could impact phenotypes in offspring, and (2) whether any affected phenotype would be specific for nicotine. We found that paternal exposure to nicotine induced a protective response in the next generation, as male offspring of nicotine-exposed fathers exhibited significant protection from nicotine toxicity. Importantly, this toxin resistance was not specific to nicotine, instead reflecting a more general xenobiotic response – offspring of nicotine-exposed fathers exhibited increased hepatic expression of a variety of genes involved in clearance of xenobiotics, and these animals were resistant to cocaine as well as to nicotine toxicity. Finally, we found that enhanced resistance to nicotine toxicity was also observed in offspring of males treated with the nicotine antagonist mecamylamine, strongly suggesting that drug resistance in offspring is a common outcome of paternal exposure to multiple xenobiotics rather than a specific response arising from nicotine signaling. Taken together, our results describe a novel paternal effect paradigm, and demonstrate that in the case of paternal nicotine exposure, the phenotype observed in offspring is a relatively generic response – enhanced xenobiotic resistance – rather than a selective downregulation of the specific molecular pathway subject to paternal perturbation.

## Results

### Effects of paternal exposure history on offspring nicotine sensitivity

We established a paternal exposure paradigm in which male mice were either provided with nicotine hydrogen tartrate (nicotine 200 μg/ml free base, sweetened with saccharine) in their drinking water, or a control solution of tartaric acid and saccharine. Mice consumed nicotine or control solutions (NIC or TA, respectively) from 3 weeks of age until 8 weeks of age. As previously described (Zhao-Shea et al., 2015), this administration regimen maintains a high level of nicotine in the bloodstream (Figure 1—figure supplement 1A–B), and results in nicotine dependence in exposed animals (Zhao-Shea et al., 2013). Males were then withdrawn from nicotine for one week prior to mating in order to prevent any potential for seminal fluid transmission of nicotine (the half-life of nicotine in mice is ~10 min, the half-life of its ‘long-lived’ metabolite cotinine is ~40 min [Siu and Tyndale, 2007]). Nicotine and control males were then mated with control females. Overall, we observed no difference in average size or sex ratio of litters arising from control or nicotine matings, or in offspring body weights (Figure 1—figure supplement 1C–F).

We first sought to determine whether the enforced nicotine withdrawal in our exposure paradigm might result in a paternal stress response that could affect the phenotype of progeny. As anxiety-related behaviors have been reported in offspring of males subject to several distinct stress paradigms (Dietz et al., 2011; Gapp et al., 2014; Short et al., 2016) (albeit not all such paradigms – [Rodgers et al., 2013]), we therefore assessed anxiety behaviors in TA and NIC offspring. Importantly, we observed no differences between TA and NIC offspring in time spent in the center during an open field anxiety test, or in time spent or number of entries into the open arms of an elevated plus maze (Figure 1—figure supplement 2). These results and results discussed below (see Figure 6) indicate that our nicotine administration paradigm does not induce a stress response robustly enough, or for long enough prior to mating, to affect offspring phenotype.

We next asked whether paternal nicotine administration could more specifically affect nicotine-related phenotypes in the next generation. We first focused on a physiological readout of offspring sensitivity to nicotine, using a well-established assay for suppression of locomotor activity by acute nicotine administration (Tapper et al., 2004). Briefly, after acclimating animals to a saline injection protocol for three days, animals are injected with either nicotine (1.5 mg/kg) or saline, and immediately introduced to a novel environment. Saline-injected animals actively explore the novel environment, and locomotor activity is quantified over a 40 min time course (Figure 1 – Baseline). In this paradigm, injection of nicotine results in rapid suppression of locomotor activity, followed by a gradual recovery of exploratory behavior over the time course of the assay. Using this assay, we observed no significant difference in nicotine sensitivity between TA and NIC offspring, either for male or female offspring (Figure 1, Figure 1—figure supplement 3). We therefore conclude that the acute locomotor suppression response to nicotine is not altered by our paternal nicotine exposure paradigm.

**Figure 1.**
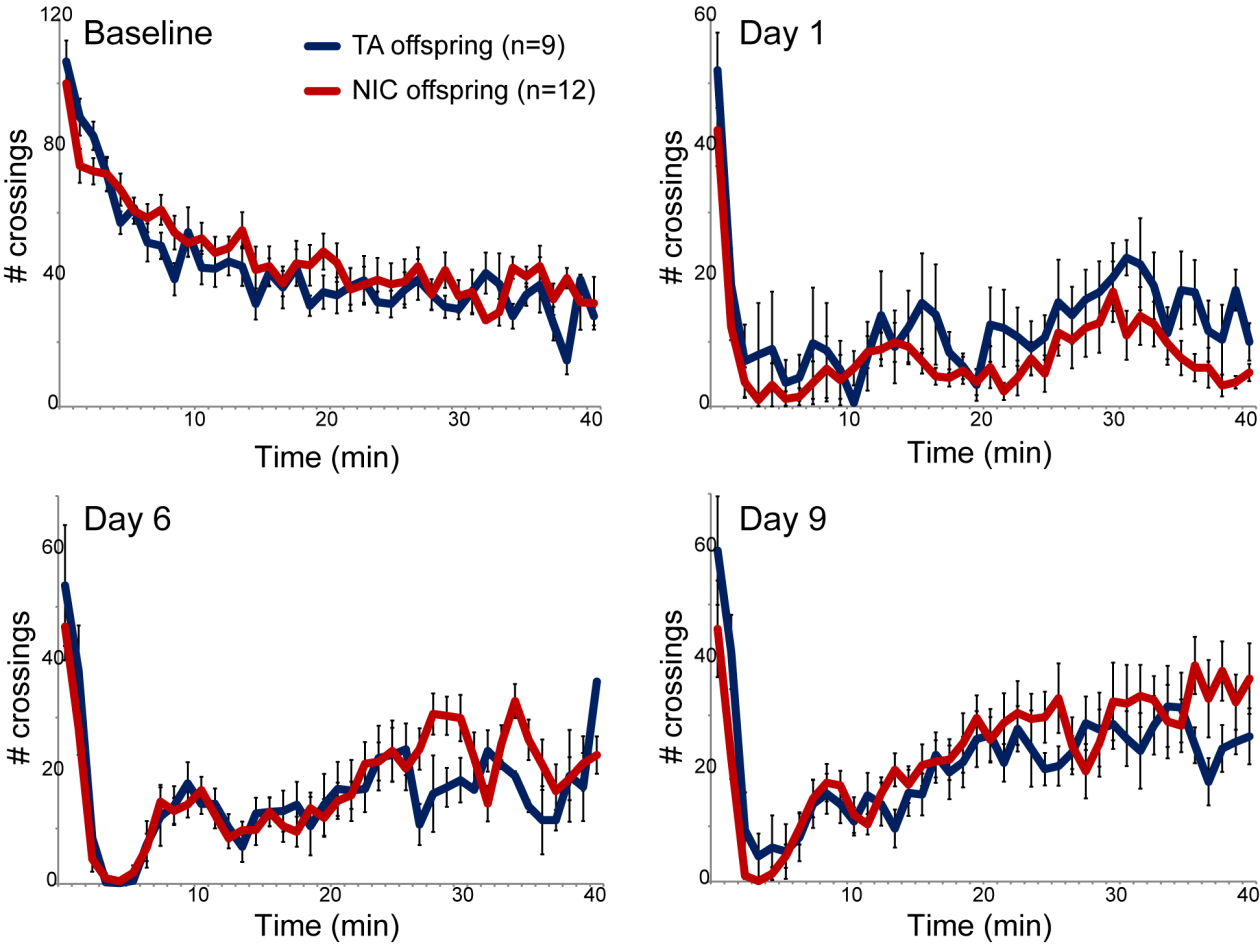
Nicotine suppression of locomotor activity is unaffected by paternal nicotine history. Nicotine effects on locomotor activity were assayed in male offspring of control (TA) or nicotine-exposed (NIC) fathers. Data for females and alternative administration regimens are shown in Figure 1—figure supplement 3. For each plot, males were injected with either saline or nicotine immediately prior to being placed in a novel environment for 40 min, during which locomotor activity was assessed by the number of times the animal interrupted a light beam during each minute. Each time point shows the number of beam crossings in that minute, shown as average plus/minus s.e.m. for all animals tested. Importantly, here and throughout the manuscript, the listed number of animals represent the number of litters analyzed, as we only assess one animal per litter in a given assay. Data are shown for saline injection (‘Baseline’) – exploratory behavior decreases over time in saline-injected animals as they habituate to the locomotor cage – and for 1.5 mg/kg nicotine injection in animals naïve to nicotine (Day 1) or following five or eight prior days of the same nicotine injection and locomotor assessment protocol. **DOI:** http://dx.doi.org/10.7554/eLife.24771.003

**Figure 1—figure supplement 1.**
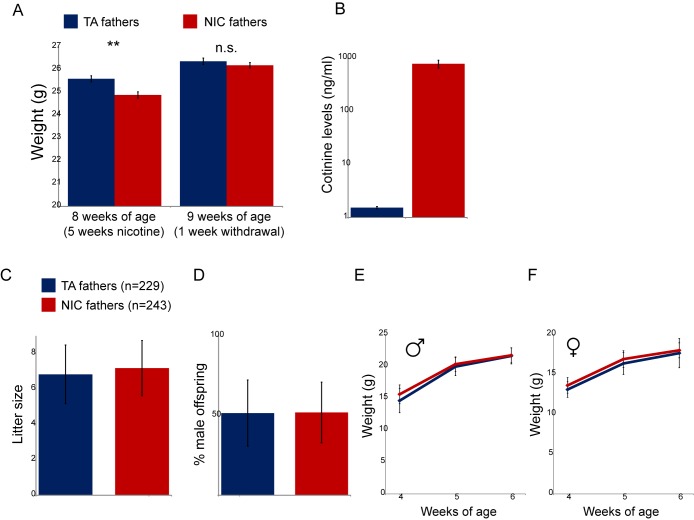
Physiological effects of nicotine exposure on treated males. (**A**) Weight of males subject to 5 weeks of exposure to nicotine (NIC) or control (TA) solution. Data are shown for animals at the end of 5 weeks of nicotine exposure (** indicates p<0.01), and following a week of withdrawal (n.s.: not significant), as indicated. (**B**) Blood levels of cotinine, a relatively long-lived metabolite of nicotine, in males (at 8 weeks of age, following 5 weeks of nicotine/control treatment) consuming control or nicotine solutions. (**C**) Average litter size for offspring of control and nicotine-treated males. Data show average plus/minus s.e.m. (**D**) Average gender ratio for offspring of control and nicotine-treated males. Data show average plus/minus s.e.m. (**E**–**F**) Average weights for male (**E**) and female (**F**) TA and NIC offspring at 4, 5, and 6 weeks of age. Data are shown as average plus/minus S.D. **DOI:** http://dx.doi.org/10.7554/eLife.24771.004

**Figure 1—figure supplement 2.**
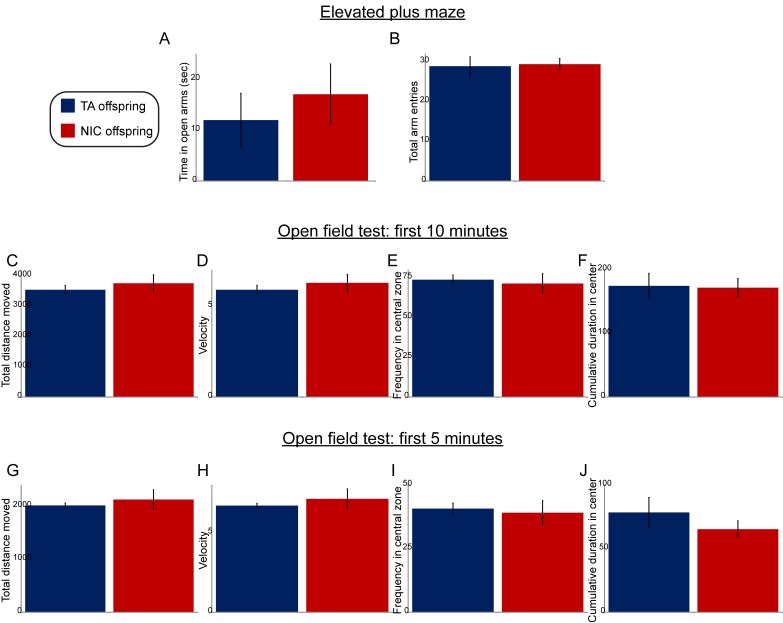
Paternal nicotine exposure does not affect offspring anxiety-related behaviors. (**A**–**B**) Data are shown for elevated plus maze performance – time spent in open arms (**A**), or total entries into the open arms (**B**) – for TA offspring (n = 7) and NIC offspring (n = 11). (**C**–**J**) Open field test performance, shown for the first 10 min (**C**–**F**) or first 5 min (**G**–**J**) following introduction of the animal into the enclosure. Panels show total distance moved (**C**,**G**), velocity (**D**,**H**), fraction of time spent in the center of the open field enclosure (**E**,**I**), and cumulative time spent in the central zone (**F**,**J**). All data show average +/- s.e.m. None of the differences between TA and NIC offspring are statistically significant. **DOI:** http://dx.doi.org/10.7554/eLife.24771.005

**Figure 1—figure supplement 3.**
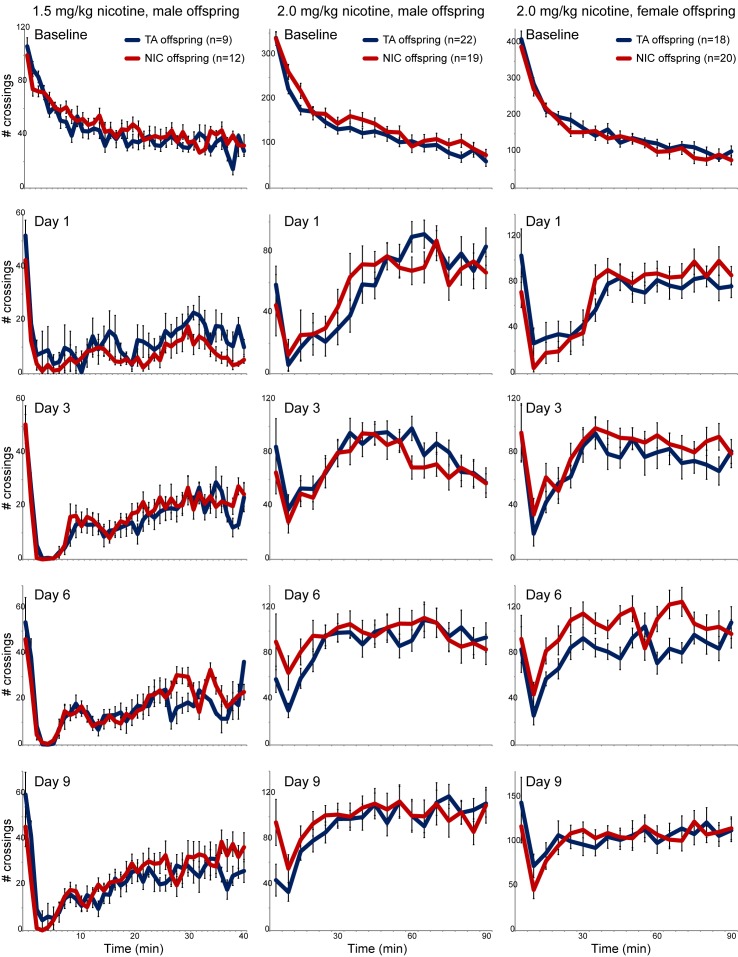
No significant effects of paternal nicotine exposure on offspring locomotor response to nicotine. For each column, offspring of control and nicotine-treated males (TA and NIC, respectively) were subject to a locomotor activity assay as follows. Animals were first acclimated to intraperitoneal saline injections once a day for three days. On day three (Baseline), offspring were injected with saline, then placed in a novel environment – a box equipped with infrared photodiodes to enable detection of locomotor activity. Saline-injected animals actively explore the novel environment, and locomotor activity is quantitated over a 40 or 90 min time course by the number of times the animal interrupts the light beam. Exploratory behavior decreases over time in saline-injected animals as they fully explore the enclosure. On nine subsequent days (data for four representative days are shown in each column), animals are injected with nicotine (1.5 or 2.0 mg/kg, as indicated) and immediately introduced to the measurement box. In this paradigm, injection of nicotine results in rapid suppression of locomotor activity, followed by a gradual recovery of exploratory behavior over the time course of the assay. Data here are shown as mean plus/minus s.e.m. **DOI:** http://dx.doi.org/10.7554/eLife.24771.006

We next sought to identify any effects of paternal nicotine exposure on nicotine reinforcement in offspring using an operant self-administration assay (Fowler et al., 2011). Here, after surgical implantation of a catheter into the superior vena cava, animals are subject to caloric restriction and trained to nose-poke an active portal to self-administer (SA) sucrose. TA and NIC offspring exhibited similar behavior during the training period, with the exception of a modest albeit significant difference in sucrose SA on the final day of dietary training (Figure 2—figure supplement 1). After seven days of food shaping, animals were placed in the operant chamber, a nicotine infusion pump was connected to the central catheter, and the dietary reward for nose-poking the active portal was replaced with a nicotine infusion. The amount of nicotine self-administered every day was then measured per session over the course of 35 days, with the nicotine infusion dose increasing every 4–8 days (Materials and methods). Overall, there was no difference in daily nicotine SA between offspring of control males and offspring of nicotine-exposed males (Figure 2A), indicating that nicotine reward behavior is not significantly reprogrammed by our paternal exposure paradigm.

**Figure 2.**
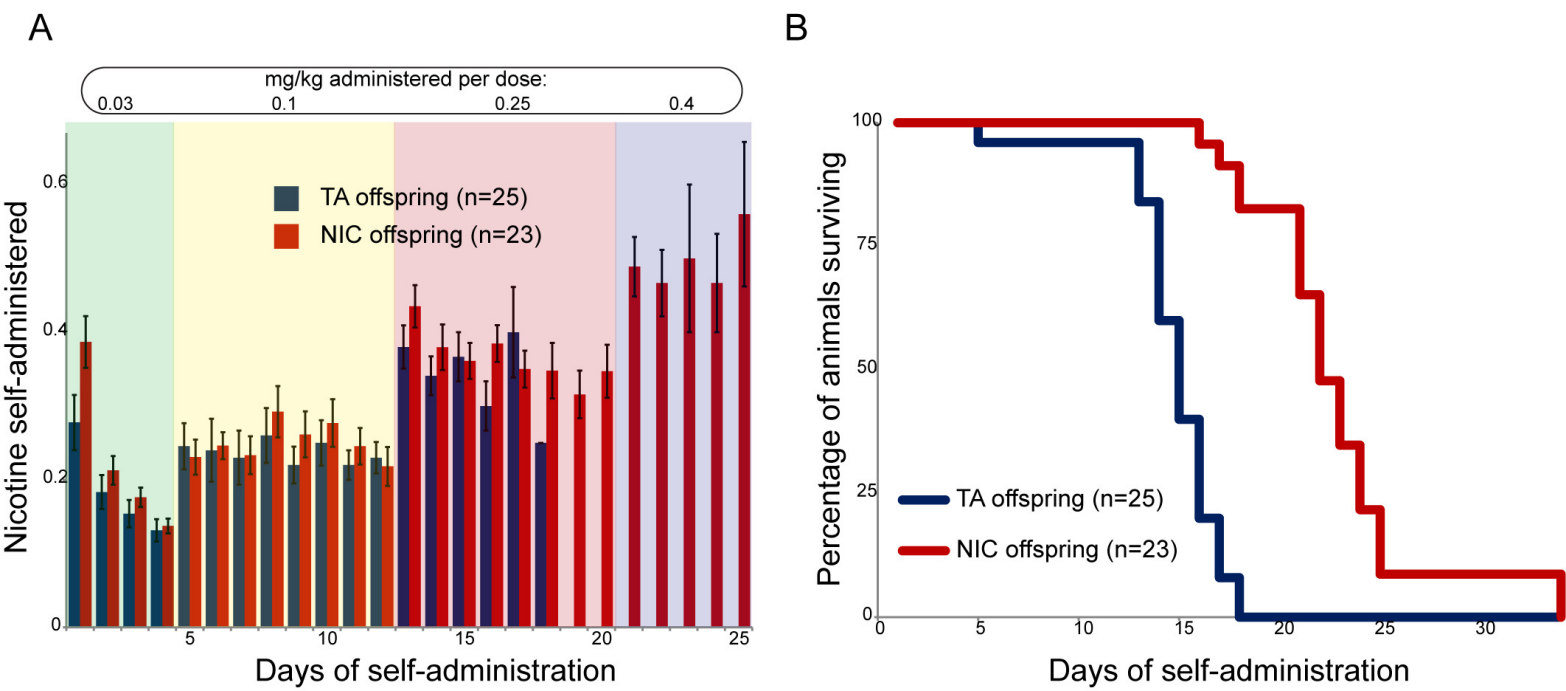
Paternal experience affects nicotine toxicity, but not self-administration, in offspring. (**A**) Paternal nicotine exposure does not affect nicotine self-administration in offspring. Each day, a mouse trained to self-administer nicotine (Materials and methods) was connected to the self-administration apparatus for one hour, with the dose of nicotine administered via cannula for every correct nose poke ramping up every 4–8 days, as indicated. Total nicotine self-administered is shown for each day of the protocol as average and s.e.m. Note that the numbers of animals participating in the trial decreased over time due to removal from the protocol (clogged catheter) or death – the listed n represents all animals that remained on the protocol until death. (**B**) Offspring of nicotine-exposed fathers exhibit significant protection from nicotine toxicity. Survival curve is shown for all animals on the self-administration protocol (underlying data are provided in Figure 2—source data 1). Nicotine offspring exhibited significantly increased survival during the time course of the assay relative to control offspring (Kaplan-Meyer survival curve, p<0.0001 for both Log-rank test and Gehan-Breslow-Wilcoxon test). **DOI:** http://dx.doi.org/10.7554/eLife.24771.007 10.7554/eLife.24771.008Figure 2—source data 1.Offspring of nicotine-exposed fathers exhibit significant protection from nicotine toxicity.Survival curve for all animals on the nicotine self-administration protocol.**DOI:** http://dx.doi.org/10.7554/eLife.24771.008

**Figure 2—figure supplement 1.**
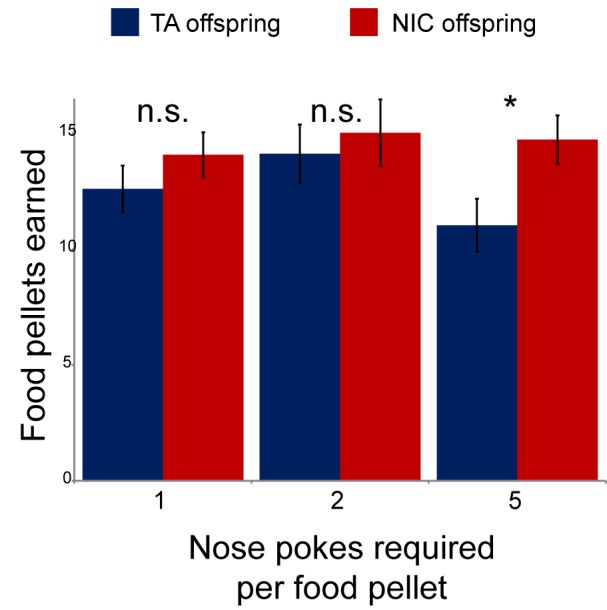
Modest effect of paternal nicotine exposure on dietary training. Following surgical implantation of a central line, TA and NIC offspring were allowed to recover for 3 days. Animals were then subject to caloric restriction (80% of daily diet w/w compared to animals feeding ad libitum), placed in a self-administration box with two buttons, one of which was marked with a small light. Animals were then provided with sucrose pellets in response to a nose poke on the lit button – for 3 days a pellet was provided following each correct nose poke, then for one more day two nose pokes were required for a pellet, and finally five nose pokes were required for a food pellet for 3 days. Bars here show the number of food pellets earned in 1 hr for TA and NIC offspring – NIC offspring earned moderately more sucrose pellets in the final reward regime than TA offspring (p=0.03). This enhanced food training carried over to the first day of nicotine self-administration (Figure 2A), when NIC animals self-administered slightly more nicotine than TA animals, but this difference only persisted for the first day. **DOI:** http://dx.doi.org/10.7554/eLife.24771.009

### Offspring of nicotine-treated males exhibit enhanced resistance to nicotine toxicity

Nonetheless, a clear phenotype emerged serendipitously from the SA paradigm. We found that in our strain background, the escalating nicotine dosing schedule of SA resulted in death of nearly all animals tested at the highest doses used. Surprisingly, NIC offspring survived for many more days, on average, than TA offspring (Figure 2B). This difference in survival was highly significant (Gehan-Breslow-Wilcoxon p<0.0001). As there was no difference in the daily levels of nicotine administered by either group (Figure 2A), this result suggests that paternal nicotine exposure can protect offspring from nicotine toxicity.

As TA and NIC offspring exhibit differences in their resistance to lethal doses of nicotine despite no difference in the daily level of nicotine consumed, we asked whether the effect of paternal nicotine exposure on offspring survival could be recapitulated using a single dose nicotine challenge, rather than the laborious self-administration protocol described above. This nicotine challenge was performed using two distinct paradigms. First, we simply challenged offspring of control or nicotine fathers with a single dose injection of nicotine – these ‘naïve’ animals had had no prior direct exposure to nicotine. In addition, we reasoned that since the animals in the self-administration paradigm were consuming nicotine for several weeks prior to eventual exposure to lethal levels of the drug (Figure 2B), this would be expected to substantially alter nicotine-related biology in the tested animal. We therefore also subjected TA and NIC offspring to one week of chronic low-dose nicotine (supplied in the drinking water) – we refer to these animals as the ‘chronic’ cohort – then challenged these animals with an injection of a single LD50 dose of nicotine.

As shown in Figure 3A, naïve TA and NIC offspring exhibited no significant difference in susceptibility to a toxic nicotine injection, indicating that paternal nicotine exposure does not program a constitutively nicotine-resistant state. In contrast, and consistent with the results of the self-administration test, male (but not female) offspring of nicotine-exposed fathers became significantly more tolerant to a lethal nicotine challenge than control offspring (Figure 3B), but only once they had become acclimated to a week of chronic nicotine. Taken together, these data demonstrate that male offspring of nicotine-exposed fathers exhibit an enhanced ability to develop tolerance to toxic doses of nicotine, but that this tolerance is only revealed following prior exposure to sub-lethal levels of nicotine.

**Figure 3.**
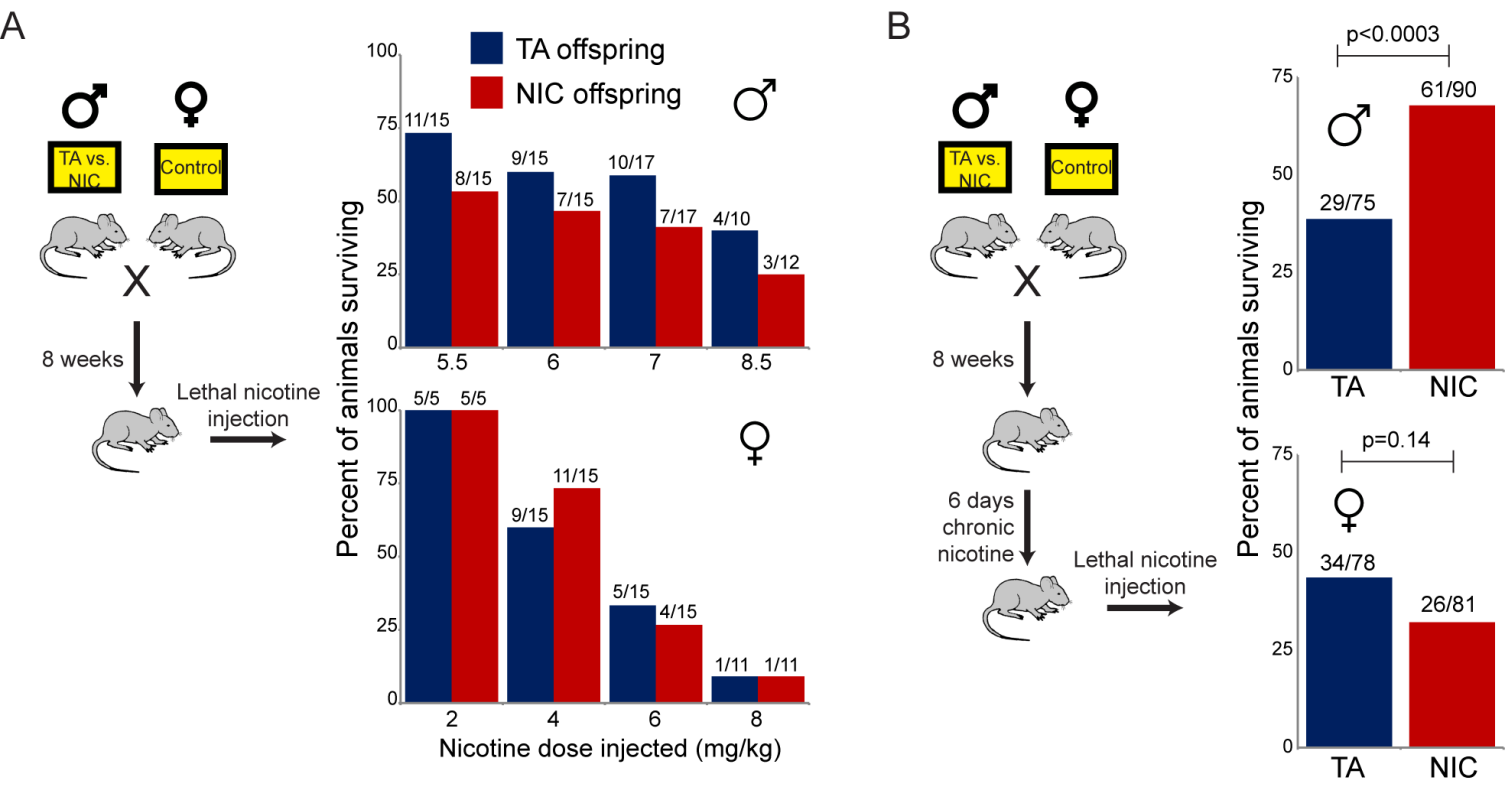
Paternally-induced protection from nicotine toxicity is primed by nicotine exposure in offspring. (**A**) Survival of TA or NIC offspring following a single injection of nicotine at the indicated dose. Above each bar, fraction shows the number of surviving animals over number of animals injected. For all four doses tested, there was no significant difference in toxicity between TA and NIC offspring (p>0.7 across all four doses for males, p>0.8 for females). (**B**) Survival of TA and NIC offspring following a single injection of nicotine at roughly the LD50 for naïve animals in (**A**) – 7.2 mg/kg for male offspring, shown in the top panel, 5.04 mg/kg for females, shown in the bottom panel. Here, offspring were acclimated to chronic nicotine in their drinking water for 6 days, with nicotine challenge being administered 24 hr following the last day of nicotine consumption. **DOI:** http://dx.doi.org/10.7554/eLife.24771.010

### Paternal nicotine exposure affects xenobiotic clearance in offspring

What is the physiological basis for the enhanced resistance to nicotine toxicity observed in NIC offspring relative to TA offspring? Lethal doses of nicotine induce seizures originating in the hippocampus (Fonck et al., 2003). Resistance to such seizures could result from highly specific resistance mechanisms such as downregulation of nicotinic acetylcholine receptors in the hippocampus, or from relatively nonspecific resistance mechanisms such as enhanced detoxification of xenobiotics in the liver. Although we cannot definitively rule out a neural basis for the enhanced nicotine resistance observed in NIC offspring, several lines of evidence – including extensive RNA-Seq analysis of isolated hippocampus – argue against this resistance resulting from altered neural physiology (Figure 4—figure supplement 1, Supplementary file 1).

In contrast to the lack of relevant molecular changes observed in the brains of NIC offspring, we discovered a significant effect of paternal nicotine exposure on hepatic detoxification of nicotine in offspring. As shown in Figure 4A, nicotine-acclimated NIC offspring exhibit significantly higher levels of the long-lived nicotine metabolite cotinine at earlier time points after nicotine injection than do TA offspring. This finding is consistent with enhanced nicotine clearance underlying the nicotine resistance phenotype displayed by these animals, suggesting that paternal nicotine exposure programs a state of enhanced metabolic tolerance in offspring.

**Figure 4.**
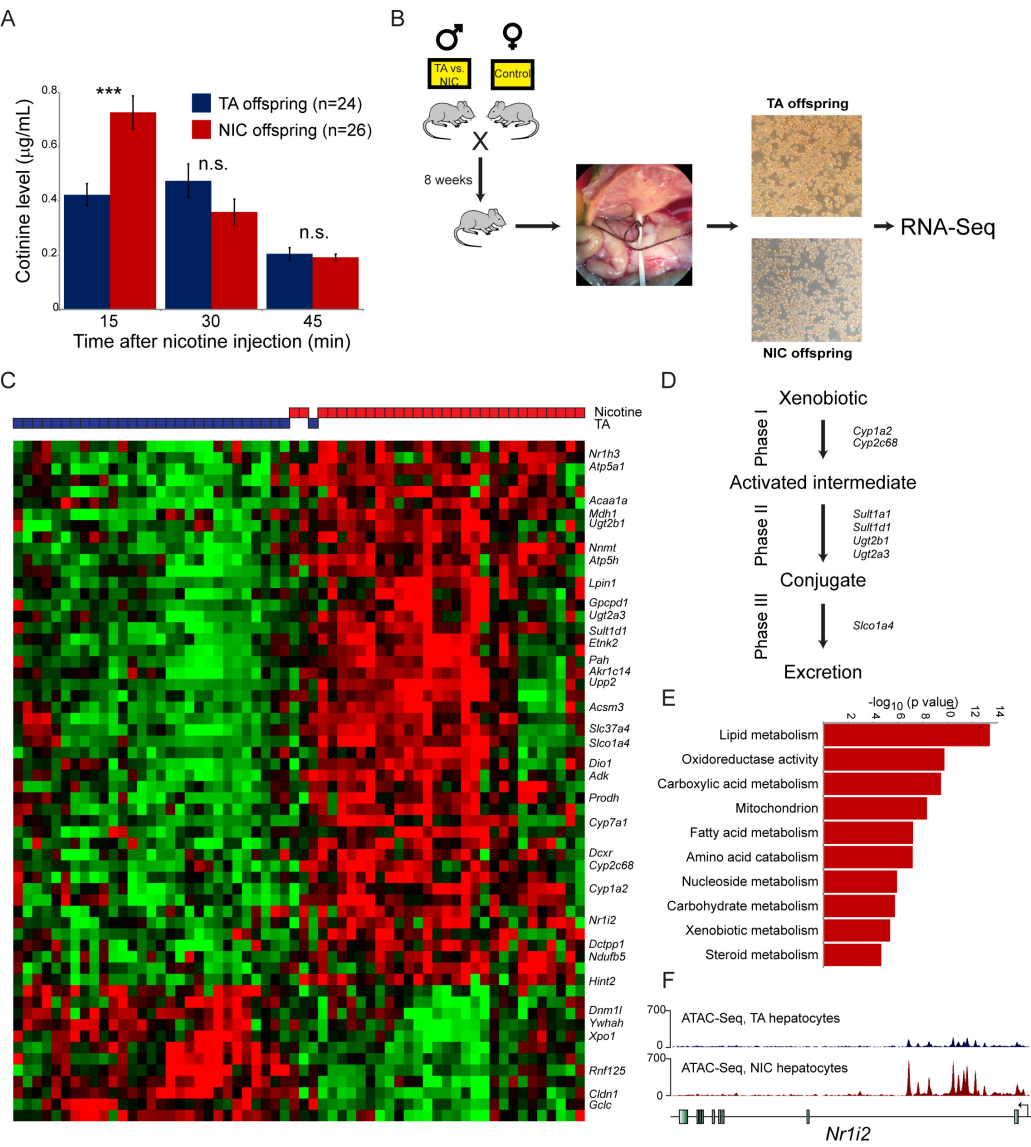
Paternal nicotine exposure induces an exaggerated protective response to xenobiotics. (**A**) Paternal nicotine exposure enhances nicotine metabolism in offspring. Male TA and NIC offspring were acclimated to nicotine for 6 days, then 24 hr later were injected with 1.5 mg/kg nicotine. Serum levels of the long-lived nicotine metabolite cotinine were measured at the indicated times after nicotine injection, with significantly (p<0.0002, t-test with Holm-Sidak correction) elevated cotinine levels being observed at the earliest time point analyzed, indicating enhanced nicotine clearance in NIC offspring. (**B**) Schematic of hepatocyte RNA-Seq experiment. (**C**) Cluster of hepatocyte RNA-Seq dataset. For each paternal treatment group (TA or NIC), data are shown for ten individual male offspring from ten separate litters, with hepatocytes from five animals also being cultured for varying times (0 to 21 hr) following isolation. Data are z score normalized for each culture time point. The heatmap shows 60 genes (filtered for average expression >25 ppm) changing with a multiple hypothesis-corrected p value<0.1. Underlying data are provided in Figure 4—source data 1. (**D**) Genes upregulated in NIC offspring encode enzymes involved in all three phases of xenobiotic metabolism, as indicated. (**E**) Selected Gene Ontology categories enriched among genes upregulated (adjusted p<0.1) in NIC hepatocytes. (**F**) ATAC-Seq coverage for TA and NIC hepatocytes, as indicated, across *Nr1i3*. See also Figure 4—figure supplement 3. **DOI:** http://dx.doi.org/10.7554/eLife.24771.011 10.7554/eLife.24771.012Figure 4—source data 1.Cluster of hepatocyte RNA-Seq dataset.RNA-Seq data for hepatocytes obtained from TA and NIC offspring, showing 60 genes (filtered for average expression >25 ppm) changing with a multiple hypothesis-corrected p value <0.1. Data are z score normalized for each culture time point.**DOI:** http://dx.doi.org/10.7554/eLife.24771.012

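Of the 60 genes of the heat map, 48 had a positive and 12 a negative log2 fold change in limma on log2(ppm + 1), and 59 had an unadjusted p under 0.05. At a Benjamini-Hochberg adjusted p under 0.05 over all genes, 14 were higher and 3 lower in NIC hepatocytes (47 higher and 12 lower when adjusted over the list alone), which is not independent evidence because the study chose the genes on these samples. Agpat6, Nr1h3, Atp5a1 and Sult1d1 are among the genes with positive values. On animal means, 59 of the 60 kept their sign and 46 had an unadjusted p under 0.05. The values in Figure 4—source data 1, of which 49 library columns are at hand, equal the z score of ppm within each culture condition, with libraries of different dates taken together (2940 values, largest relative difference 5.50e-06). Its columns are libraries, so that a time course animal has up to 5 of them.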

**Figure 4—figure supplement 1.**
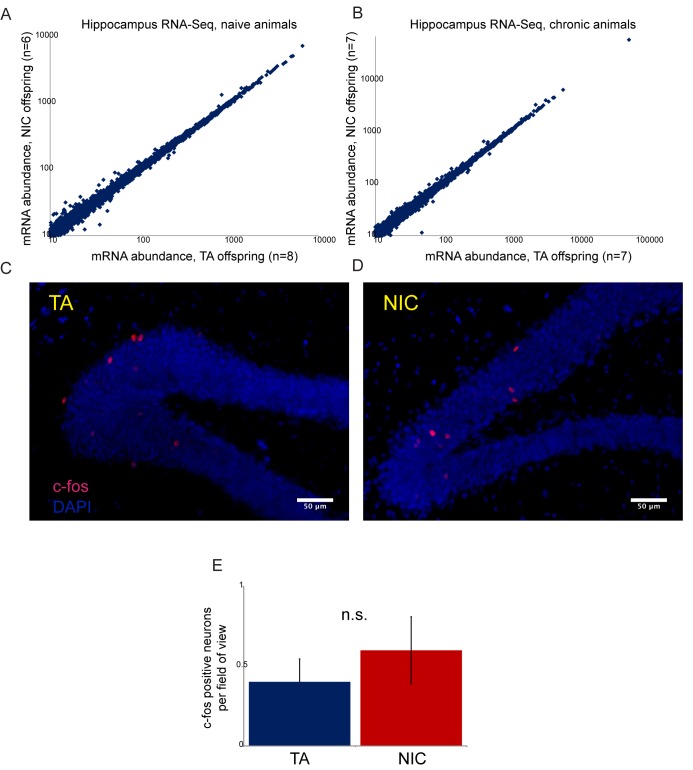
Paternal nicotine has no significant effects on offspring hippocampal gene regulation or neural activity. (**A**–**B**) RNA-Seq of isolated hippocampus from TA and NIC offspring. Scatterplots show average mRNA abundance (minimum tpm of 10), with x axis showing average for TA offspring and y axis showing average for NIC offspring. (**A**) shows data for TA and NIC animals that had not experienced nicotine (‘naïve’), (**B**) shows data for animals provided with chronic nicotine for 6 days. There are no significant effects of paternal nicotine exposure on any mRNAs in either condition. Similar results were obtained in preliminary studies of the ventral tegmental area, nucleus accumbens, and prefrontal cortex (not shown). Importantly, while recent reports document an increase in *Igf2* mRNA abundance in the hippocampus of 8 week old male offspring of stressed fathers (Short et al., 2016), we observed no significant change in *Igf2* levels in NIC offspring (see Supplementary file 1), providing another argument against the hypothesis that our paternal nicotine exposure paradigm affects offspring via a paternal stress response. (**C**–**D**) Paternal nicotine treatment does not affect offspring neural activity in the hippocampus. Representative images showing c-fos staining as a proxy for neural activity in hippocampus isolated from TA (**C**) and NIC (**D**) offspring. Here, animals were put on chronic nicotine (200 µg/ml nicotine free-base) for six days. After 24 hr without nicotine, animals were injected with 1.5 mg/kg nicotine free-base. Tissue was collected 90 min after the injection. (**E**) Quantitation of c-fos staining data. Y axis shows number of c-fos-positive neurons in the gyrus dentatus for nicotine-injected TA (n = 12), and NIC (n = 13) offspring. Several lines of evidence thus argue against the drug resistance of NIC offspring resulting from altered neural physiology. First, the fact that drug-acclimated animals exhibit enhanced resistance to both nicotine and cocaine toxicity (Figures 3 and 5) rules out mechanisms involving downregulation or desensitization of either nicotinic acetylcholine receptors or the dopamine receptor. Second, RNA-Seq analysis of several brain regions – hippocampus, ventral tegmental area, nucleus accumbens, and prefrontal cortex -- revealed minimal effects of paternal nicotine exposure on the transcriptome. Finally, we found no significant differences in staining patterns of the activity marker c-fos in the hippocampus of TA and NIC offspring. Thus, while we cannot definitively rule out a neural basis for the phenotypes observed in NIC offspring, we found no evidence to support such a hypothesis. **DOI:** http://dx.doi.org/10.7554/eLife.24771.013

**Figure 4—figure supplement 2.**
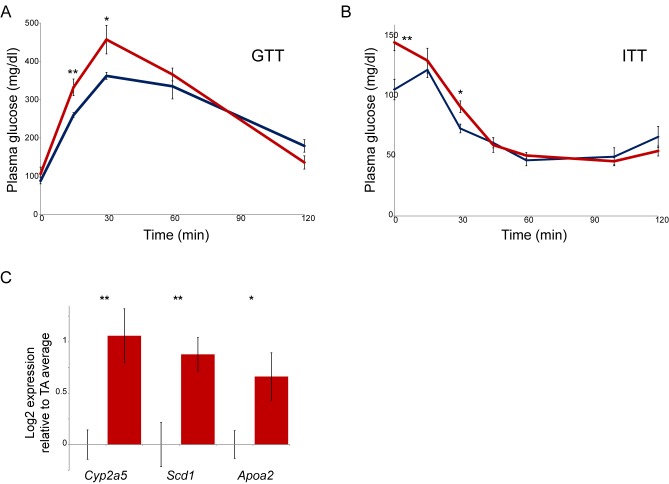
Paternal nicotine exposure affects multiple phenotypes in offspring. (**A**–**B**) Glucose tolerance (**A**) and insulin tolerance (**B**) are significantly altered in NIC offspring relative to TA offspring. Plasma glucose levels are shown for six male NIC or TA offspring at varying times after a 2 g/kg glucose bolus at 7 weeks of age (**A**), or a 0.75 U/kg insulin bolus at 10 weeks of age (**B**). * and ** represent p values of <0.05 and <0.01, respectively (t-test). (**C**) q-RT-PCR data for the indicated genes. In each case, expression level (after normalizing to *Actb* and *Gapdh*) is plotted relative to the average expression level for 4 TA livers (n = 6 NIC livers), with bars showing average and s.e.m. **DOI:** http://dx.doi.org/10.7554/eLife.24771.014

**Figure 4—figure supplement 3.**
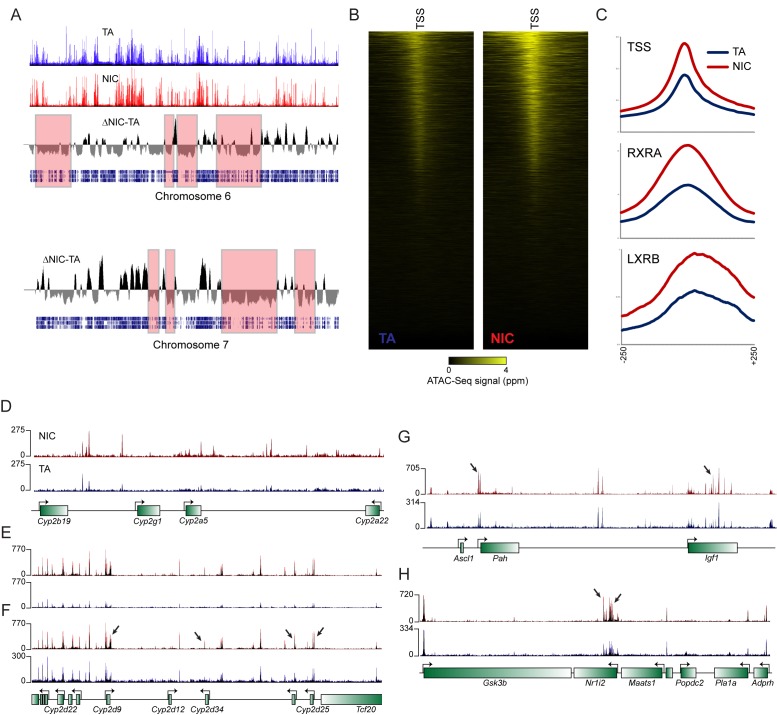
Global differences in hepatocyte chromatin architecture between TA and NIC offspring. Aggregated ATAC-Seq data for hepatocytes isolated from TA and NIC offspring (n = 4 animals each, with dexamethasone-treated and -untreated samples for each animal). (**A**) Multimegabase-scale differences in the accessibility landscape of TA and NIC hepatocytes. Top two panels show ATAC-Seq data for NIC and TA offspring for chromosome 6, along with an averaged NIC-TA score, followed by gene density. For chromosome 7, only NIC-TA and gene density are shown. Red boxes highlight a subset of genomic regions of low gene density in which TA hepatocytes exhibit greater ATAC-Seq signal than NIC hepatocytes. Conversely, gene-dense regions generally exhibit higher ATAC signal in NIC hepatocytes (not highlighted). The mechanistic basis for this global difference is unclear – it does not appear to reflect contamination of TA samples with dead cells, for example, as these samples (from nicotine-naïve animals) did not differ in viability, and plating of hepatocytes also effectively selects against dead cells. As fragment length distributions were consistent from library to library, it also seems unlikely that there were gross differences in the concentration or activity of the added Tn5. Nonetheless, while this difference could reflect meaningful biology, such as a global difference in heterochromatin condensation, global differences in any genome-wide assay should of course be viewed with skepticism. (**B**) ATAC-Seq data for 500 bp surrounding all annotated transcription start sites (TSSs), sorted from high to low average ATAC signal intensity. (**C**) Increased ATAC signal in NIC hepatocytes is shown for all TSSs, or RXRA or LXRB binding sites, as indicated. (**D**–**H**) Examples of loci exhibiting enhanced chromatin accessibility in NIC offspring, relative to TA offspring. (**D**–**E**) show ATAC-Seq tracks in which TA and NIC data are set to the same vertical range, as in Figure 4F. For panels **F**-**H**, y axes are set independently for TA and NIC datasets, visually correcting for the global differences between TA and NIC datasets. In these panels, a subset of significantly NIC-enriched peaks (Supplementary file 3) are indicated with arrows. **DOI:** http://dx.doi.org/10.7554/eLife.24771.015

What is the molecular basis for the enhanced nicotine detoxification observed in NIC offspring? 

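Hepatocyte RNA was sequenced from 20 drug-naïve male offspring, 10 of fathers that drank nicotine (NIC) and 10 of control fathers that drank tartaric acid (TA), each from a separate litter. From 5 animals per group, hepatocytes were harvested at 0, 1, 3 and 21 h, and a further culture per animal, named 21 h none in the paper's tables, was sequenced as well. By the paper's methods, plated cells first adhered for 3 h, and the time course began with the fresh medium added then. The paper's text does not say what none stands for, and the sample labels describe both 21 h cultures alike. The other 5 animals per group gave 1 library each after 2 h of culture, 2 of them with dexamethasone, a synthetic glucocorticoid, and 3 without it. By the sample labels, all time course cultures had dexamethasone as well. Dexamethasone was at 0.1 mM by the sample labels and at 0.1 µM by the paper's methods. The titles of the 60 libraries carry 4 dates, called A to D here, each with NIC and TA animals. Neither the titles nor the paper say what was done on these dates. Dates A and B hold the time course, with 3 and 2 animals per group, date C the 2 h cultures with dexamethasone and date D those without.

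The libraries were rRNA-depleted and strand-specific. The authors aligned reads to mm10 with Bowtie2, and the table describes its values as ppm of mapped reads. On date C every value was a whole number of reads (tolerance 0.05), which gave totals of 1804126 and 2793007 reads in the TA libraries and 1530794 and 1895279 in the NIC libraries. In the other 56 libraries the values move in steps that differ from gene to gene, as in TPM values, so that their read totals are unknown. Relative to the deepest library of its date, depth in the time course was 0.217 to 1 at 0, 1 and 3 h, 0.200 to 0.754 in the TA 21 h libraries and 0.0242 to 0.564 in the NIC 21 h libraries. The NIC 21 h libraries of animals 11, 14 and 15 were the shallowest, at 0.0898, 0.0338 and 0.0242. The number of genes with a value above 0 was lowest in a NIC 21 h library, at 9073, and highest in a NIC 21 h none library, at 15157. The depth of the date D libraries could not be estimated.

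NIC and TA were compared on log2(ppm + 1) with limma, with culture condition and date as terms and the animal as a random block, for the 11135 genes with a mean above 1 ppm. Animal numbers came from the paper's source data for 49 libraries, from blocks of numbers in the library titles for 10, and by elimination for the other, in which NIC animal 16 was the only animal without a library. A NIC 21 h none library of date B is listed there as animal 11, whose other libraries carry date A. Its title number falls in the block of animal 14, and it was kept as listed.

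**Figure D1:**
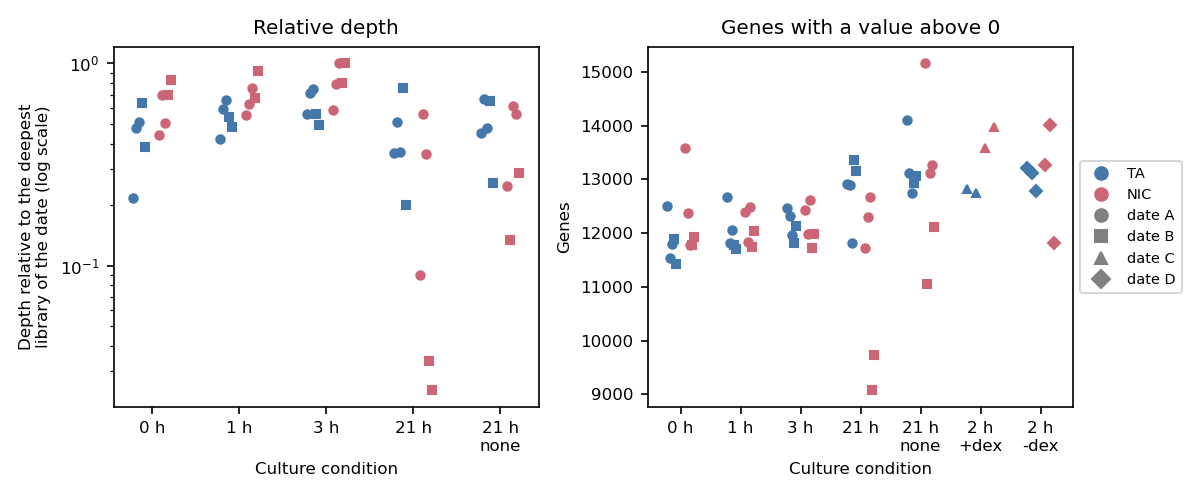
Depth of each time course library relative to the deepest library of its date, on a log scale (left), and number of genes with a value above 0 in each of the 60 libraries (right), by culture condition. Each point is 1 library, colored by father and shaped by date. The 3 lowest points on the left are the NIC 21 h libraries at 0.0898, 0.0338 and 0.0242.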

As the liver is the primary site of nicotine and other xenobiotic clearance in mammals, we investigated changes in mRNA abundance in hepatocytes isolated from TA and NIC offspring (Figure 4B–C, Supplementary file 2). Paternal nicotine exposure significantly (adjusted p<0.05) affected the expression levels of 51 genes, with upregulated genes being significantly enriched for those involved in lipid metabolism (p=3.9e-14), amino acid catabolism (p=6.6e-8), and various mitochondrial annotations including mitochondrial membrane (p=1.9e-7) (Figure 4D–E, Figure 4—figure supplement 2A–B). 

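Several enzymes of lipid and amino acid metabolism were more abundant in NIC than in TA hepatocytes. Thrsp, which promotes fatty acid synthesis, rose from 1259 ± 795 ppm (SD, n = 5 animals) in TA to 2183 ± 401 ppm (SD, n = 5) in NIC hepatocytes at 0 h, and over all libraries its log2 fold change was 0.96 (standard error 0.17, adjusted p = 0.00165 from limma). Lpin1, a phosphatidate phosphatase of triglyceride synthesis, had a log2 fold change of 1.01 (standard error 0.18, adjusted p = 0.00165 from limma). Tat, which degrades tyrosine, was higher by 0.56 on the log2 scale (standard error 0.12, adjusted p = 0.0159). For Thrsp and Tat, all 10 NIC animals lay above the TA median.

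Of 75 amino acid catabolism genes, 2 were higher and none was lower at an adjusted p under 0.05 (10 higher when adjusted over the list alone). Asl and Sds of this list had log2 fold changes of 0.40 and 0.67 and adjusted p of 0.0582 and 0.0719. Of 41 fatty acid oxidation genes, 1 was higher and none was lower (3 higher when adjusted over the list alone). It was Acaa1a, a peroxisomal thiolase, at a log2 fold change of 0.47 (standard error 0.11, adjusted p = 0.0462). With 1 mean per animal Acaa1a was at 0.21 (exact permutation within dates, p = 0.233), with negative values on dates C and D (-0.24 and -0.23). Acsm5, Acsm3 and Crot, at 0.47, 0.43 and -0.38, did not pass. None of 86 nuclear genes of oxidative phosphorylation passed over all genes, and 4 were higher when adjusted over the list alone. They include Atp5h at 0.25 and Atp5a1 at 0.17, subunits of the ATP synthase, and the complex I subunits Ndufb5 at 0.25 and Ndufb3 at 0.34. Relative to all other genes the 3 lists were shifted upward in camera with its preset correlation (adjusted p = 1.32e-06, 1.43e-04 and 3.50e-04 in the order given). With an estimated correlation the adjusted p was 0.390 for each, and none of 48 lists passed. The shift was not confined to metabolic lists. Genes of differentiated hepatocytes (adjusted p = 1.07e-04), heat shock genes (3.70e-04), immediate early genes (0.0163) and ribosomal protein genes (0.0179) also lay above all other genes in this test. So did genes higher in male and in female mouse liver (0.00253 and 7.27e-04). For some lists this only means a median above that of all genes, which was -0.11. Immediate early genes had a median log2 fold change of -0.04 and ribosomal protein genes of 0.003. The 10 markers of stellate cells and fibroblasts lay above all other genes too (median log2 fold change 0.59, adjusted p = 4.72e-07 with the preset and 0.368 with an estimated correlation).

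In all, 15 genes were higher and 7 lower in NIC hepatocytes at a Benjamini-Hochberg adjusted p under 0.05, and 6 and 2 by Holm's correction, which the paper's methods name. At an unadjusted p under 0.05 there were 1628 genes, where 557 are expected by chance, and the median log2 fold change of all genes was -0.11. With 1 mean per animal, 10 against 10, no gene passed in limma (1105 at an unadjusted p under 0.05, smallest adjusted p 0.362). Simulated libraries without any change gave 14 calls when each gene kept its own correlation within animals. They also gave 737 genes at an unadjusted p under 0.05, more than the 557 expected. Without 1 animal the number of genes ranged from 6 (without TA animal 4) to 783 (without NIC animal 13).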

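The 9 xenobiotic processing genes that the paper names for these libraries, Cyp1a2, Cyp2c68, Ugt2a3, Ugt2b1, Sult1d1, Sult1a1, Slco1a4, Nr1h3 and Nr1i2, all had positive log2 fold changes (NIC over TA) over all libraries, to which a time course animal adds 4 to 6. With 1 mean per animal, Cyp1a2 was at -0.04 and the other 8 stayed positive. Sult1d1, a cytosolic sulfotransferase, rose from 161 ± 51.3 ppm (SD, n = 5 animals) in TA to 283 ± 27.5 ppm (SD, n = 5) in NIC hepatocytes at 0 h, with a log2 fold change of 0.61 over all libraries (standard error 0.11, adjusted p = 0.00165 from limma). Slco1a4, an organic anion transporter, had the largest change of the 9, at 0.94 (standard error 0.22, adjusted p = 0.0462). With 1 mean per animal, Sult1d1 was at 0.44 and Slco1a4 at 0.68 (exact permutation within dates, p = 0.00847 and 0.0735). These 2 passed over all genes, and all 9 passed when adjusted over the list alone, which is not independent evidence because the study chose them on these samples.

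Among the Phase I enzymes, Cyp1a2 had a log2 fold change of 0.47 (standard error 0.19, adjusted p = 0.237) and Cyp2c68 of 0.40 (standard error 0.14, adjusted p = 0.195). Among the Phase II enzymes, the glucuronosyltransferases Ugt2a3 and Ugt2b1 had log2 fold changes of 0.43 and 0.35 (adjusted p = 0.101 and 0.0860), and the sulfotransferase Sult1a1 of 0.48 (adjusted p = 0.0594). Nr1h3, which encodes the oxysterol receptor LXR alpha, was at 0.31 (standard error 0.08, adjusted p = 0.0646) and Nr1i2, which encodes PXR, at 0.30 (standard error 0.11, adjusted p = 0.200). For Nr1h3 all 10 NIC animals lay above the TA median, and the exact permutation of animals within dates gave the smallest p that 14400 splits allow (p = 1.39e-04). Sult1d1, Ugt2a3 and Ugt2b1 lie on chromosome 5 of GRCm38, from 87554645 to 87569027, from 87324972 to 87337195 and from 86916638 to 86926530. Cyp1a2 lies on chromosome 9 from 57676937 to 57683703, Slco1a4 on chromosome 6 from 141805440 to 141856199, Nr1h3 on chromosome 2 from 91184061 to 91202834 and Nr1i2 on chromosome 16 from 38248323 to 38294824.

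Apart from Cyp1a2 and the 2 receptors, these genes belong to families with closely related copies, which may share reads in the authors' alignment. In the 2 h animals of dates C and D, Cyp1a2 had a difference of -0.94 against 0.86 in the time course animals. The exact permutation p of this contrast was 0.0127 (0.0658 adjusted over 11 genes), with animals exchanged across dates within each father group. Without 1 animal, the difference in the 2 h animals ranged from -0.55 (without NIC animal 19, at 40.0 ppm) to -1.25 (without NIC animal 17). Sult1d1 was at 0.14 there (0.00483 without NIC animal 20 to 0.24 without TA animal 6) against 0.74 in the time course animals (exact permutation p of the difference 0.0148, with the same adjusted p).

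**Figure D2:**
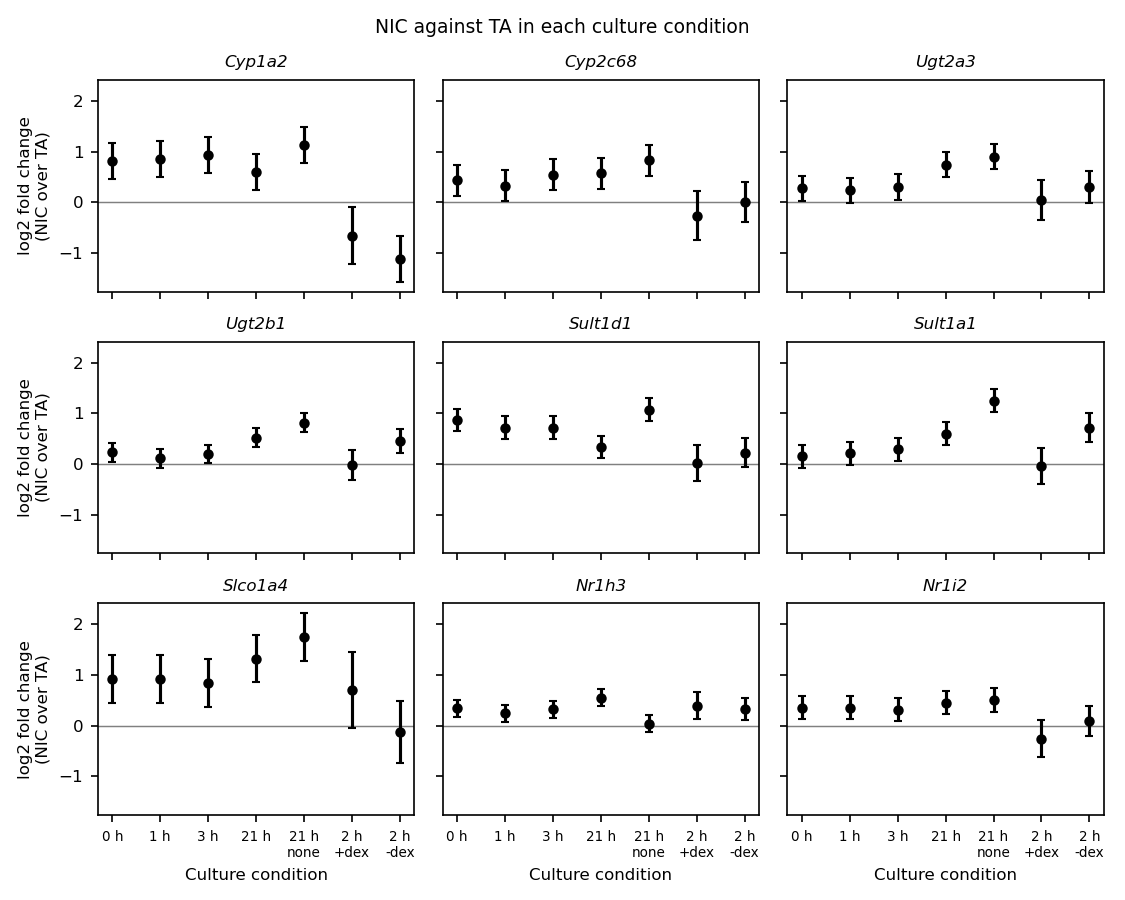
Log2 fold change (NIC over TA) of the 9 genes in each culture condition. Points are limma estimates and bars their standard errors, from 5 animals per group in the time course and 2 or 3 at 2 h (at 21 h none, 5 NIC libraries listed for 4 animals). Estimates lie above 0 for every gene at 0, 1, 3 and 21 h, below 0 for Cyp1a2 in both 2 h cultures, for Cyp2c68, Ugt2b1, Sult1a1 and Nr1i2 at 2 h with dexamethasone, and for Slco1a4 at 2 h without it.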

Most notably, given the nicotine resistance observed at the organismal level, NIC hepatocytes also exhibited increased expression of genes involved in drug metabolism (p=4.3e-6), with upregulated genes including ‘Phase I’ (*Cyp1a2*, *Cyp2c68*) and ‘Phase II’ (*Ugt2a3*, *Ugt2b1*, *Sult1d1*, and *Sult1a1*) detoxification enzymes, ‘Phase III’ membrane transporters (*Slco1a4*), as well as genes encoding the xenobiotic-responsive nuclear hormone receptors CAR and PXR (*Nr1h3* and *Nr1i2*) (Figure 4C–D). In addition, the primary cytochrome involved in nicotine clearance in rodents, *Cyp2a5*, was upregulated ~2 fold on average in NIC hepatocytes. 

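Cyp2a5 (chromosome 7 of GRCm38, from 26835305 to 26843548) was at 426 ± 335 ppm (SD, n = 5) in TA and 961 ± 399 ppm (SD, n = 5) in NIC hepatocytes at 0 h. At 21 h, the TA mean was 284 ± 276 ppm and the NIC mean 437 ± 363 ppm. Over all libraries its log2 fold change was 0.90 (standard error 0.27, adjusted p = 0.138 from limma), which is a fold of 1.87, and 7 of 10 NIC animals lay above the TA median. By date the log2 fold change was 0.76 on date A (3 animals per group), 2.43 on date B (2 per group), -0.43 on date C (2 per group) and -1.41 on date D (3 per group). The size of the negative values depended on single animals. Date D stayed negative without any 1 animal, from -0.25 (without NIC animal 19, at 33.3 ppm) to -2.19 (without NIC animal 18). Date C was at 1.16 without NIC animal 16, at 34.6 ppm (0.27 without TA animal 6), and at -2.01 without NIC animal 17. Dates C and D together stayed negative without any 1 animal, from -0.39 (without NIC animal 19) to -1.49 (without NIC animal 17). Dates A and B were not examined in this way. The difference between the time course animals and the 2 h animals, 2.47 on the log2 scale, had an exact permutation p of 0.0180 (0.0658 adjusted over 11 genes). For this p, animals were exchanged across dates within each father group. Libraries of 1 animal resembled each other closely for this gene, with a correlation within animals of 0.941. With 1 mean per animal the difference was 0.22 on the log2 scale (exact permutation within dates, 2-sided p = 0.732). Cyp2a5 and its close paralog Cyp2a4 may share reads in the authors' alignment.

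**Figure D3:**
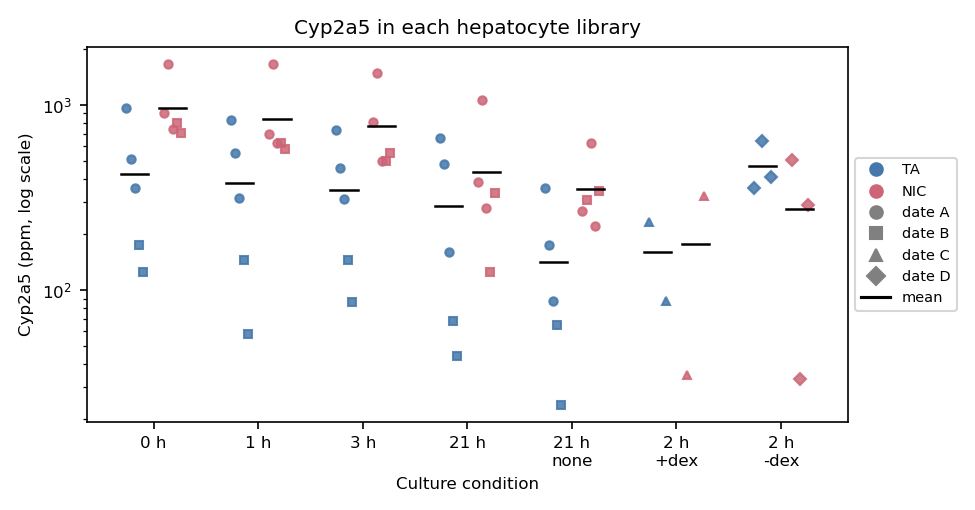
Cyp2a5 in ppm (log scale) in each of the 60 libraries, by culture condition. Each point is 1 library, colored by father and shaped by date, and black lines are means over libraries. At 0 h the NIC mean is 961 ppm and the TA mean 426 ppm, and the NIC library of animal 12 is highest, at 1662 ppm.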

Although this upregulation was not significant (adjusted p=0.2) in the genome-wide dataset due to sample to sample variability in expression of this gene, we validated upregulation of *Cyp2a5* in additional intact livers (n = 6 NIC, n = 4 TA, p<0.01) by q-RT-PCR (Figure 4—figure supplement 2C).

These gene expression studies thus reveal that, relative to TA hepatocytes, NIC hepatocytes exhibit a general derepression of target genes for a broad range of nuclear hormone receptors. 

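Targets of LXR, the oxysterol receptor, and of the glucocorticoid receptor were among the genes higher in NIC hepatocytes. Of 32 lipogenic and LXR target genes, 3 were higher and none was lower (6 higher when adjusted over the list alone). Thrsp and Lpin1 are 2 of them. The other is Cyp7a1, the rate-limiting enzyme of bile acid synthesis, which rose from 70.3 ± 42.1 ppm (SD, n = 5) in TA to 157 ± 123 ppm (SD, n = 5) in NIC hepatocytes at 0 h, with a log2 fold change of 1.17 over all libraries (standard error 0.27, adjusted p = 0.0425 from limma). With 1 mean per animal Cyp7a1 was at 0.90 (exact permutation within dates, p = 0.0758). Agpat6, of glycerolipid synthesis, was at 0.47 (adjusted p = 0.0594). Thrsp, Lpin1 and Cyp7a1 are more of the 15 higher genes than a random draw gives (adjusted p = 2.30e-04 in Fisher's exact test). So are 3 general genes of differentiated hepatocytes (adjusted p = 2.26e-04). As a whole list the LXR targets did not pass in camera with an estimated correlation (adjusted p = 0.440). Of 22 glucocorticoid receptor targets, Tat and Lpin1 were higher and none was lower, while 8 were higher and 5 lower when adjusted over the list alone. Pck1, the rate-limiting enzyme of gluconeogenesis, had a log2 fold change of 0.75 (standard error 0.20, adjusted p = 0.101).

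Of 22 genes of bile acid synthesis and FXR regulation, Cyp7a1 was higher and none was lower (5 higher and 1 lower when adjusted over the list alone). Akr1c14 was at 0.63 (adjusted p = 0.103) and the bile salt pump Abcb11 at -0.36 (adjusted p = 0.138). Of 50 targets of PPAR alpha, the receptor of fatty acid oxidation, 1 was higher and none was lower, with the same count when adjusted over the list alone. The 4 lists lay above all other genes in camera with its preset correlation (adjusted p = 0.0121, 5.57e-04, 7.20e-04 and 4.44e-04 in the order given). With an estimated correlation the adjusted p was 0.0709 for glucocorticoid receptor targets and 0.390 for the bile acid and PPAR alpha lists. The 17 markers of sinusoidal endothelial cells moved the same way (median log2 fold change 0.19, adjusted p = 2.73e-06, and 0.390 with an estimated correlation).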

To investigate the mechanistic basis for this derepression, we characterized open chromatin genome-wide in TA and NIC hepatocytes (n = 8 samples each) using ATAC-Seq (Buenrostro et al., 2015). Our ATAC-Seq dataset exhibited expected features such as strong peaks of accessibility over promoters and other regulatory elements (Figure 4—figure supplement 3). Comparing TA and NIC datasets, we observed a consistent global difference in overall chromatin accessibility – normalized ATAC peaks at regulatory elements were nearly 2-fold higher in NIC hepatocytes than in TA hepatocytes, while TA hepatocytes exhibited a consistently higher background of transposition throughout regions of the genome distant from regulatory elements (Figure 4—figure supplement 3A–C). Whatever the basis for this global change in chromatin accessibility, we additionally identified 1861 peaks of chromatin accessibility (Figure 4F, Figure 4—figure supplement 3D–H, Supplementary file 3) that differ significantly between TA and NIC hepatocytes after correcting for the global difference in peak height between these samples. Consistent with the changes in mRNA abundance observed in hepatocytes, these peaks were significantly enriched near genes involved in lipid metabolism (p=2.8e-18) and xenobiotic metabolism (p=1.3e-6), along with many related GO categories. We conclude that a history of paternal drug exposure can influence the chromatin landscape of hepatocytes in offspring, resulting in a broad increase in accessibility at regulatory elements involved in metabolism and detoxification.

### Enhanced xenobiotic resistance in NIC offspring is not specific for nicotine

Importantly, the gene expression program observed in isolated hepatocytes includes a broad variety of genes associated with drug metabolism, most of which are not specific for nicotine clearance. 

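Genes of several steps of drug metabolism were examined in NIC and TA hepatocytes, without a test of 1 step against another. Of 54 Phase II conjugation genes, Sult1d1 and Nnmt, the nicotinamide N-methyltransferase, were higher and none was lower (8 higher when adjusted over the list alone). Ugt1a1, the bilirubin glucuronosyltransferase, was at a log2 fold change of 0.42 (standard error 0.11, adjusted p = 0.0860 from limma). Of 25 Phase III transporter genes, Slco1a4 was higher and none was lower (3 higher and 1 lower when adjusted over the list alone). Slco1b2, which takes up organic anions, was at 0.47 (adjusted p = 0.184) and the sterol exporter Abcg5 at 0.62 (adjusted p = 0.192).

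Of 52 Phase I enzyme genes other than cytochromes P450, 45 had a positive log2 fold change. None of them passed over all genes in limma (13 positive and none negative at an unadjusted p under 0.05), and 6 were higher when adjusted over the list alone. None of 36 cytochrome P450 genes of families 1 to 3 passed over all genes in limma (9 with a positive and 1 with a negative log2 fold change at an unadjusted p under 0.05), and 5 were higher when adjusted over the list alone. Cyp2c40 was at 0.74 (adjusted p = 0.138), Cyp3a59 at 0.50 (adjusted p = 0.152) and Cyp3a11, a major drug-oxidizing enzyme, at 0.42 (adjusted p = 0.191). Of 5 genes of nicotine-oxidizing enzymes, none passed over all genes, and 2 were higher and 1 lower when adjusted over the list alone. In camera with its preset correlation, the Phase II list (adjusted p = 2.73e-06) and the list of other Phase I enzymes (adjusted p = 1.18e-04) lay above all other genes, and the Phase III, cytochrome P450 and nicotine-oxidizing lists did not pass (adjusted p = 0.0969, 0.111 and 0.971). With an estimated correlation the adjusted p was 0.368 for Phase II and 0.390 for the other Phase I enzymes. The 17 markers of Kupffer cells had a median log2 fold change of 0.24 (adjusted p = 2.53e-04, and 0.440 with an estimated correlation). The paper states that most of the drug metabolism genes in this program are not specific for nicotine, and goes on to test with cocaine whether the resistance of NIC offspring is a general response to xenobiotics.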

To test the hypothesis that the nicotine-resistant state of NIC offspring reflects a general xenobiotic response, rather than a nicotine-specific detoxification pathway, we asked whether NIC offspring also exhibit enhanced resistance to another toxic challenge, cocaine. As cocaine and nicotine operate through distinct molecular pathways – cocaine prevents dopamine reuptake at the synaptic cleft by binding to and blocking the dopamine transporter, while nicotine activates and desensitizes nicotinic acetylcholine receptors – a finding of enhanced tolerance to cocaine would strongly argue against NIC offspring exhibiting specific epigenetic effects on the direct molecular receptor for nicotine.

We first assessed cocaine toxicity in ‘naïve’ animals that had not been previously directly exposed to nicotine or cocaine. Similar to our findings with nicotine toxicity (Figure 3A), naïve NIC and TA animals did not exhibit significant differences in their resistance to cocaine toxicity (Figure 5A). However, as the enhanced ability of NIC offspring to survive toxic nicotine levels was only revealed following pre-exposure of these animals to sub-lethal doses of nicotine (Figure 3B), we next sought to determine whether acclimation of NIC offspring to cocaine could induce a cocaine-resistant state. To address this question, TA and NIC offspring were chronically treated with sub-lethal doses of cocaine – twice-daily injections of 15 mg/kg cocaine for five days – prior to challenge with a toxic dose of cocaine. Astonishingly, this acclimation protocol resulted in enhanced resistance to cocaine toxicity in NIC offspring, relative to TA controls (Figure 5B), revealing that NIC offspring are hyper-responsive to multiple xenobiotics.

**Figure 5.**
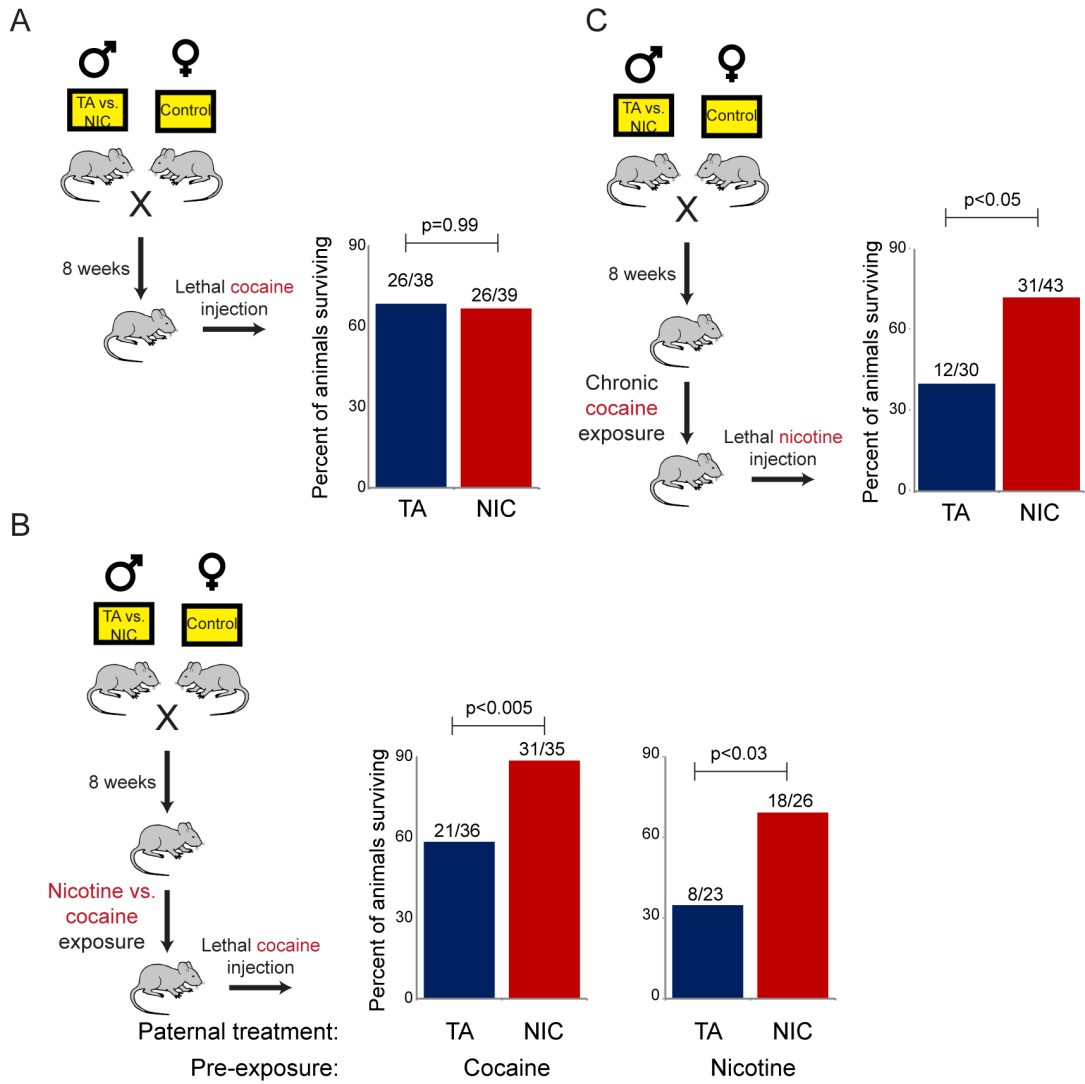
NIC offspring are protected from multiple xenobiotics. (**A**) Paternal nicotine exposure does not affect susceptibility of drug-naïve offspring to cocaine toxicity. Male TA and NIC offspring were injected with a single 100 mg/kg dose of cocaine. Survival is shown as in Figure 3. (**B**) Acclimation of TA and NIC offspring to either nicotine or to cocaine reveals protective effect of paternal nicotine exposure on offspring cocaine resistance. As in (**A**), for male offspring acclimated to chronic nicotine (200 µg/mL nicotine free-base in drinking water for six days) or cocaine (twice-daily injections with 15 mg/kg cocaine for five days). Twenty-four hours following final drug exposure, animals were injected with a single 100 mg/kg dose of cocaine. (**C**) Cocaine acclimation induces nicotine resistance in NIC offspring. Here, male TA and NIC offspring were acclimated to cocaine injections (twice-daily, 15 mg/kg) over five days. Twenty-four hours after the final cocaine injection, animals were injected with 7.2 mg/kg nicotine. **DOI:** http://dx.doi.org/10.7554/eLife.24771.016

We next asked whether the process of acclimation to sub-lethal doses of nicotine or cocaine induces a drug-specific resistant state in NIC offspring. In other words, does pre-acclimation of NIC offspring to different molecules induce resistance specifically to the drug to which the animals were exposed, or do chronic exposures to multiple distinct drugs all induce a common state of general xenobiotic resistance? To distinguish these possibilities, we pre-acclimated TA and NIC offspring to either nicotine or cocaine, then challenged acclimated animals with a lethal dose of the drug to which they had not yet been exposed. Consistent with the hypothesis that drug acclimation induces a general xenobiotic response, we found that pre-acclimation to nicotine induced a cocaine-resistant phenotype in NIC offspring, and, conversely, that chronic cocaine could induce nicotine resistance (Figure 5B–C). Together, these data suggest that paternal nicotine exposure programs a hyper-responsive state in male offspring in which chronic xenobiotic exposure results in a generalized toxin resistance.

### Drug resistance is induced by multiple paternal drug exposures

The revelation that nicotine resistance in NIC offspring reflects a somewhat generic xenobiotic resistance program (Figures 4C–D and 5) raises the question of what aspect of the paternal nicotine exposure paradigm is responsible for programming the offspring phenotype. The nicotine exposure paradigm utilized here induces nicotinic acetylcholine receptor (nAChR) signaling, with several physiological consequences: (1) nicotine dependence, (2) reduced caloric intake, and (3) physiological withdrawal resulting from the removal of nicotine for the final week prior to mating. To investigate the role of nAChR signaling in the paternal induction of offspring drug resistance, we made use of mecamylamine, a non-selective, non-competitive antagonist of nAChRs that readily crosses the blood-brain barrier.

Male mice were provided with 2.0 mg/kg/day mecamylamine via a surgically-implanted infusion pump, and mecamylamine-treated mice were split to either nicotine or TA drinking water, as in our primary nicotine exposure paradigm. Studies have previously shown that mecamylamine administration prevents known physiological responses to nicotine such as nicotine-induced anorexia (Mineur et al., 2011), hypothermia and locomotor effects (Tapper et al., 2004), and nicotine reinforcement (Corrigall and Coen, 1989). Male offspring of these fathers were then acclimated to nicotine for 6 days, then subject to a toxic nicotine challenge, as in Figures 3 and 5. Surprisingly, male mice concurrently treated with nicotine and its antagonist fathered offspring with the same enhanced nicotine resistance seen in NIC offspring (Figure 6). Importantly, this finding rigorously rules out the possibility that our nicotine exposure paradigm induces paternal effects on offspring as a consequence of the nicotine withdrawal stress imposed in the week before mating.

**Figure 6.**
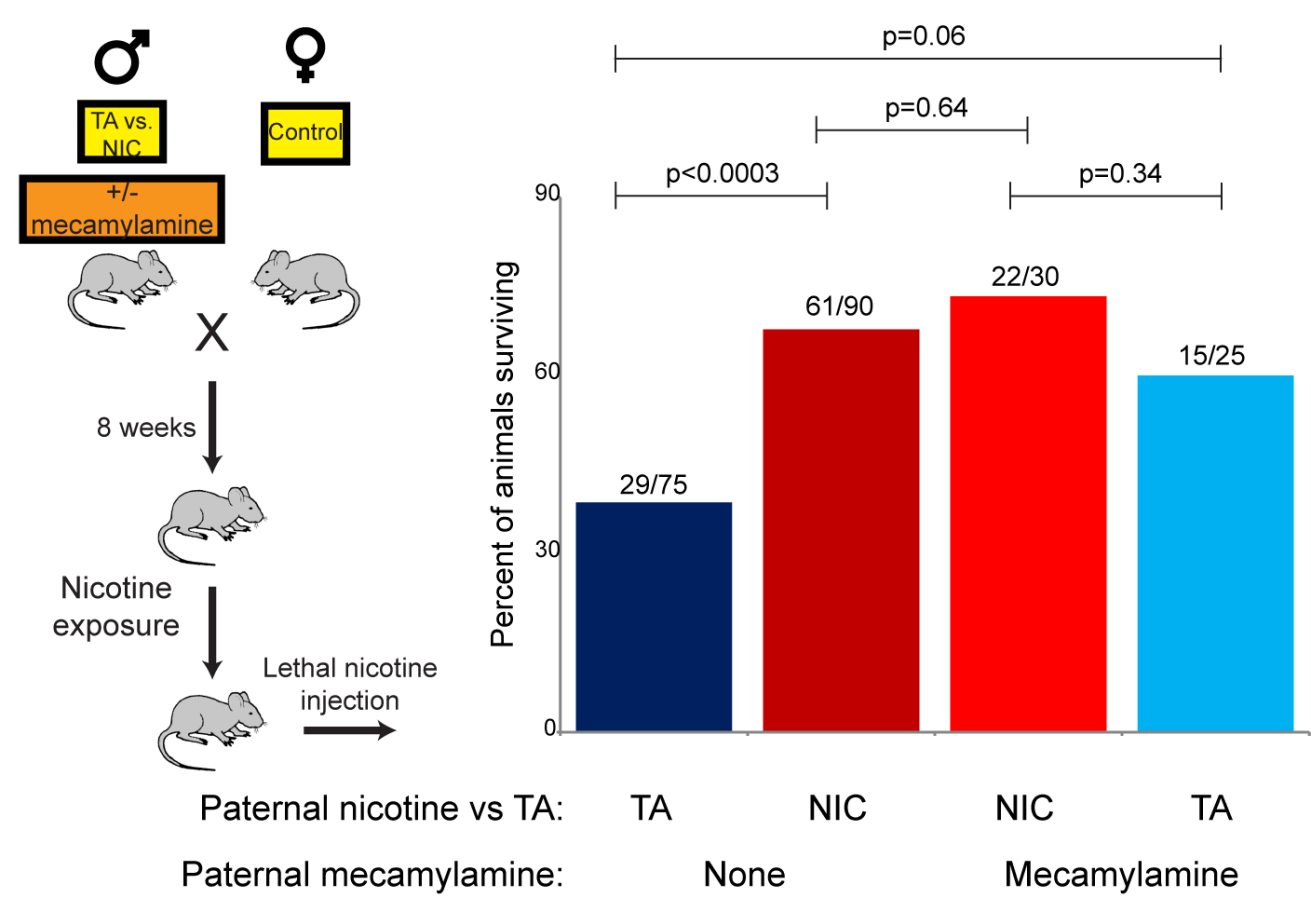
Offspring drug resistance is induced by a nicotine antagonist. Here, we modified the paternal exposure paradigm by implanting pumps to deliver the nicotine antagonist mecamylamine to male mice. Mecamylamine-treated mice were provided with nicotine or control solution for four weeks, then mated to control females. Male offspring were acclimated to chronic nicotine for six days and then subject to a toxic nicotine challenge, and survival is shown as in Figures 3 and 5. Data for no mecamylamine animals are reproduced from Figure 3B. Note that concurrent mecamylamine and nicotine exposure resulted in a protective effect on offspring, and even mecamylamine alone was able to modestly induce nicotine resistance in the next generation. **DOI:** http://dx.doi.org/10.7554/eLife.24771.017

Moreover, the drug resistance observed in nicotine+mecamylamine offspring strongly argues that this paternal effect does not even require nicotine signaling in treated fathers, instead suggesting that the paternal effect is perhaps induced simply by exposure to xenobiotics. Consistent with this hypothesis, mecamylamine exposure alone also induced drug resistance in the next generation, although this effect was not as robust as that induced by nicotine or nicotine+mecamylamine (Figure 6). Together, these data demonstrate that drug resistance in sons can be induced by paternal exposure to both nAChR agonists and nAChR antagonists, arguing that paternal xenobiotic exposure is likely to be the relevant feature of our nicotine exposure paradigm.

### Relative sparing of hepatocytes following drug treatments in NIC offspring

Finally, we sought to understand the requirement for drug acclimation in revealing organismal drug resistance in NIC offspring. 

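In hepatocytes of drug-naïve animals at 0 h, Cyp1a2 was at 229 ± 44.4 ppm (SD, n = 5) in TA and 402 ± 74.1 ppm (SD, n = 5) in NIC offspring. Cyp2c68 was at 155 ± 19.9 and 212 ± 36.1 ppm, Slco1a4 at 35.4 ± 21.9 and 67.8 ± 28.6 ppm, and Nr1i2 at 42.7 ± 6.49 and 55.0 ± 9.67 ppm in the same order (SD, n = 5 each). Sult1a1, at 329 ± 77.8 ppm in TA and 360 ± 40.0 ppm in NIC hepatocytes, differed by less than the spread between animals. At this time alone no gene passed in limma, with 148 genes at an unadjusted p under 0.05. At 21 h, 156 genes were higher and 439 lower in NIC hepatocytes, and at 21 h none 115 and 261. The model used 1 spread per gene for all culture conditions, although 21 h libraries resembled each other less. These counts therefore cannot be compared between times. Leaving out the 3 shallow NIC 21 h libraries, a choice made after their depth was seen, left no gene at 21 h (795 at an unadjusted p under 0.05 in limma). At 21 h none, 9 genes passed without the shallowest NIC library. Leaving out 1 of the other NIC libraries, a test chosen after the result was seen, left from 5 to 1737 genes.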

Curiously, the relative upregulation of xenobiotic processing genes (XPGs) in NIC offspring was observed in hepatocytes and livers isolated from ‘naïve’ animals that had not been exposed to nicotine or cocaine (Figure 4), yet enhanced resistance to toxins was only observed in animals that were first acclimated to one of these drugs (Figures 3 and 5). To test the hypothesis that XPG upregulation might be even stronger in NIC hepatocytes following drug exposure, we set out to characterize gene expression changes in nicotine- or cocaine-acclimated offspring. However, in attempting to isolate hepatocytes from drug-acclimated TA and NIC offspring for RNA-Seq analysis, we noticed much poorer recovery of hepatocytes from TA than from NIC offspring (not shown), suggesting the possibility that NIC animals might be protected from drug-induced hepatotoxicity. Therefore, to quantify cell viability in vivo, we took a histochemical approach to assess apoptosis in livers from drug-acclimated TA and NIC offspring. Consistent with the relatively poor recovery of hepatocytes from TA animals, we observed substantial hepatocyte death in the livers of cocaine-exposed animals (Figure 7A). Importantly, while hepatocyte apoptosis and necrosis were extremely common in livers from cocaine-exposed TA offspring, NIC offspring were significantly protected from such cocaine toxicity (Figure 7). We conclude that the upregulation of XPGs in naïve NIC offspring is not sufficient to significantly protect animals from a lethal nicotine or cocaine challenge, but that this upregulation can protect hepatocytes from sub-lethal doses of these drugs. Following a week of chronic toxin exposure, TA offspring are left with substantially reduced liver function, while NIC offspring maintain greater numbers of functional hepatocytes. We speculate that this greater hepatocyte functional capacity, as well as the upregulation of XPGs in hepatocytes (Figure 4), may both serve to protect the animal from a single toxic dose of xenobiotic.

**Figure 7.**
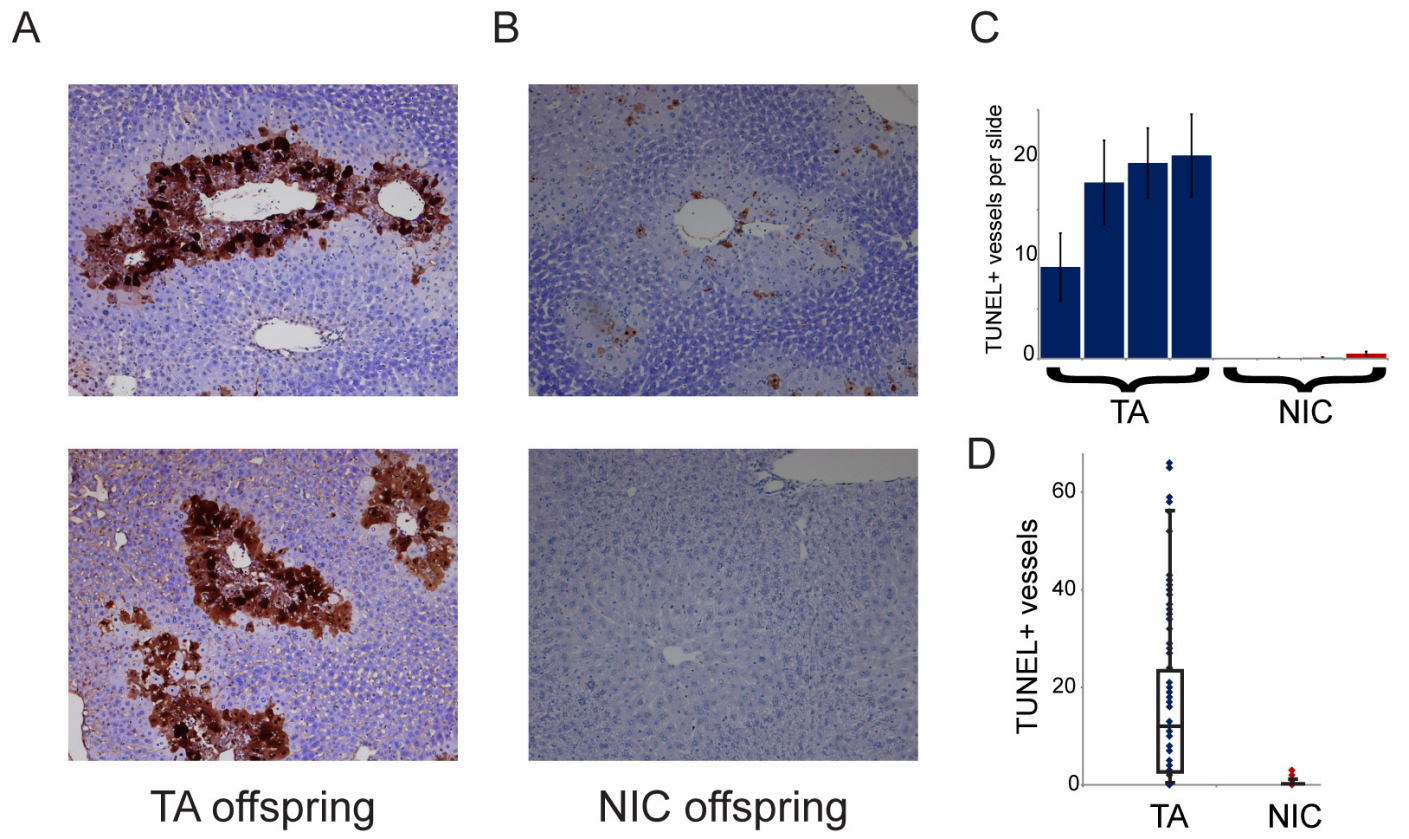
NIC offspring exhibit relative sparing of hepatocytes following chronic drug exposure. (**A**–**B**) Effects of chronic cocaine treatment on hepatocyte viability. Two representative sections are shown for TUNEL-stained livers from TA (**A**) and NIC (**B**) offspring following five days of cocaine injections (twice-daily, 15 mg/kg). Prominent centrilobular apoptosis is seen in TA offspring, but is almost completely absent in NIC offspring. (**C**–**D**) Quantitation of TUNEL staining data. (**C**) shows the average (plus/minus s.e.m.) number of TUNEL+ centrilobular regions per slide (staining of >25% of central vein circumference was counted as TUNEL+, and was assessed at five different levels for each liver lobe I-IV) for four individual TA (blue) and NIC (red) offspring, treated as in (**A**–**B**). (**D**) shows data for all individual slides as dots, with boxplot showing median, one standard deviation, and 5th/95th percentile for the 80 data points. **DOI:** http://dx.doi.org/10.7554/eLife.24771.018

## Discussion

Here, we report a novel paradigm for intergenerational effects of paternal environment on offspring phenotype, based on paternal nicotine administration. Our data reveal that paternal nicotine exposure programs a state of nicotine resistance in offspring, but, surprisingly, neither the paternal sensing machinery nor the offspring response are specific for nicotine.

### Paternal nicotine exposure induces a pleiotropic, nonspecific set of phenotypes in offspring

The use of nicotine, a well-characterized small molecule that acts in vivo by binding to specific receptors, as the inciting paternal exposure enabled us to rigorously interrogate the specificity of the offspring response. Importantly, the enhanced toxin survival seen in offspring is not specific for the drug to which fathers were exposed – NIC offspring were hyper-resistant to both nicotine and to cocaine challenges – demonstrating that our paternal exposure paradigm does not result in transmission of a nicotine-specific phenotype to progeny (at least for toxicity, locomotor effects, and reward behavior). Mechanistically, the drug resistance observed in NIC offspring presumably results from the enhanced hepatic drug clearance observed in these animals (Figure 4A). Consistent with this increased nicotine clearance, isolated hepatocytes exhibited upregulation of a variety of xenobiotic processing genes (XPGs) accompanied by greater chromatin accessibility at relevant regulatory regions. A variety of XPGs are induced in NIC hepatocytes in addition to those known to play a role in nicotine clearance (Figure 4C), suggesting that NIC offspring may prove resistant to many toxins beyond the two tested in this study.

In addition to the significant derepression of xenobiotic response genes observed in NIC offspring, we note that the most significant effects of paternal nicotine on offspring hepatocyte gene expression occurred at metabolic genes (Figure 4C,E). This finding suggested that NIC offspring might also exhibit metabolic alterations, in addition to the documented changes in xenobiotic resistance. 

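The gene with the smallest p among those higher in NIC hepatocytes was Nnmt, an enzyme of nicotinamide and methyl metabolism. It rose from 277 ± 35.4 ppm (SD, n = 5) in TA to 451 ± 87.3 ppm (SD, n = 5) in NIC hepatocytes at 0 h, with a log2 fold change of 0.71 over all libraries (standard error 0.11, adjusted p = 1.16e-04 from limma). Upp2, a uridine phosphorylase, was higher by 1.03 on the log2 scale (standard error 0.19, adjusted p = 0.00218). Gpcpd1 and Etnk2, of phospholipid metabolism, were higher by 0.73 (adjusted p = 0.00218) and 0.60 (adjusted p = 0.0156), Eif4ebp3, a repressor of translation, by 0.66 (adjusted p = 0.0275) and Fam35a by 0.59 (adjusted p = 0.0252).

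Of the 7 genes lower in NIC hepatocytes, 4 encode proteins of cell junctions, for which no list was tested. Cldn1, a claudin of tight junctions, fell from 70.3 ± 18.5 ppm (SD, n = 5) in TA to 33.7 ± 10.1 ppm (SD, n = 5) in NIC hepatocytes at 0 h (log2 fold change -0.85, standard error 0.13, adjusted p = 1.16e-04 from limma). Cdh1, or E-cadherin, was at -0.70 (adjusted p = 0.0252), Dsg2, a desmosomal cadherin, at -0.63 (adjusted p = 0.0332) and Cxadr, a junctional adhesion protein, at -0.58 (adjusted p = 0.0266). Gclc, of glutathione synthesis, was at -0.70 (adjusted p = 0.0332), the ubiquitin ligase Rnf125 at -0.82 (adjusted p = 0.00486) and Zfp266 at -0.50 (adjusted p = 0.0375). None of 36 genes known to rise when hepatocytes dedifferentiate in culture passed over all genes in limma, where 18 had a negative log2 fold change at an unadjusted p under 0.05, and 11 were lower when adjusted over the list alone. Cald1 was at -0.51, S100a11 at -0.89, Tubb6 at -0.69 and Actb at -0.36. This list lay below all other genes in camera (adjusted p = 0.00944, and 0.660 with an estimated correlation).

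Of the 22 genes that passed, 18 had the same sign on all 4 dates, 18 in all 7 culture conditions, and 21 had an unadjusted p under 0.05 in limma on animal means, which is not independent evidence because the genes were called on these libraries. Most of the largest estimates by date are those of date B, with 2 animals per group.

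**Figure D4:**
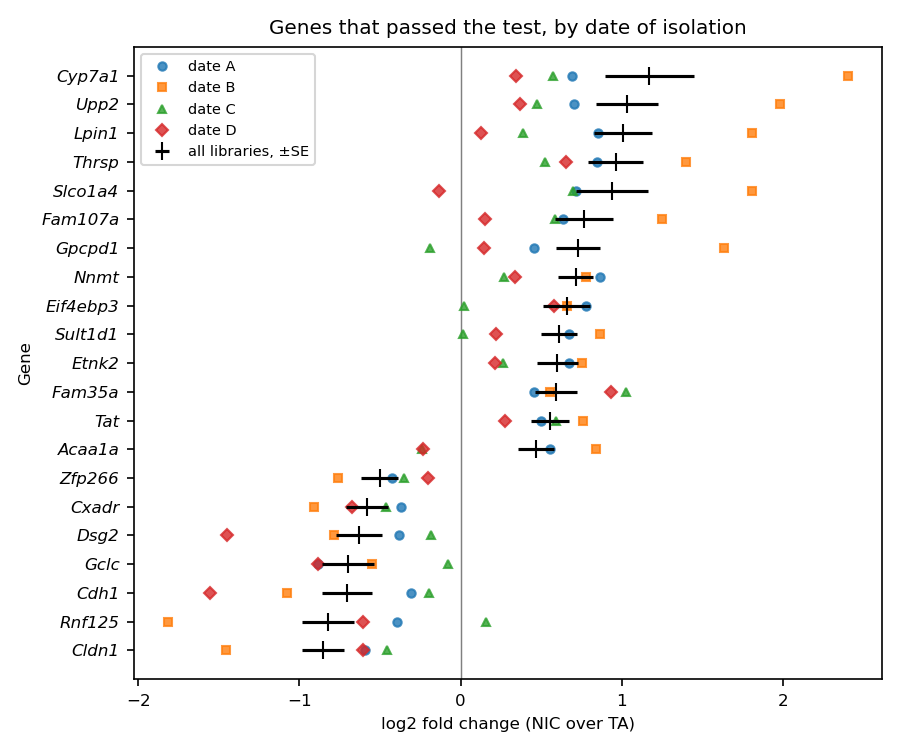
Log2 fold change (NIC over TA) of 21 of the 22 genes that passed, over all libraries (black, with standard error) and by the date in the library titles (colored points), from 3 animals per group on dates A and D and 2 on dates B and C. For Slco1a4, Gpcpd1, Acaa1a and Rnf125 at least 1 date lies on the other side of 0.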

Alterations in glucose control and lipid metabolism are commonly observed in paternal effect studies, being observed not only in dietary paradigms but also in some stress and toxin-related paternal effect studies (Rando and Simmons, 2015), suggesting that multiple distinct stimuli experienced by males might in some way convergently influence metabolic traits in offspring. As a detailed metabolic phenotyping of NIC offspring is beyond the scope of this study, we chose here to simply focus on the most common phenotype observed in other paternal effect experiments, assaying glucose and insulin tolerance in TA and NIC offspring (Figure 4—figure supplement 2A–B). Consistent with the ability of multiple paternal environments to alter glucose control in offspring, we observed that NIC offspring exhibited significantly diminished clearance of a glucose bolus, as well as a moderately diminished response to insulin.

Taken together, our data reveal (1) that paternal nicotine exposure induces a pleiotropic set of phenotypes in male offspring, and (2) that the induced phenotypes in offspring are not specific for nicotine. It will be of great interest in future studies to interrogate a wide variety of phenotypes in offspring of males subject to a broad range of exposure paradigms – including stress, nicotine treatment, and various diets – to identify common and divergent phenotypes induced by distinct paternal exposure paradigms.

### Paternal programming of offspring drug resistance is limited to male offspring

A curious feature of many, but not all, paternal effect paradigms reported in mammals is that phenotypic effects often manifest preferentially in offspring of one gender. For example, while paternal social defeat was reported to affect anxiety-related behavior in both male and female offspring, locomotor activity and sucrose preference were only altered in male offspring (Dietz et al., 2011). Here, we find that paternal nicotine exposure only affects drug resistance in male offspring, raising once again the unsolved question of why paternal environments induce gender-specific outcomes in progeny. Here, we consider three potential explanations for this phenomenon.

First, a subset of epigenetic information carriers – cytosine methylation and chromatin packaging – are associated in cis with a specific genomic locus, meaning that epigenetic changes occurring on the sex chromosomes will only affect progeny inheriting that chromosome. Thus, it is plausible that nicotine exposure affects epigenetic modification of the Y chromosome to program drug resistance in male offspring (or, less simply, that epigenetic marks on the X chromosome suppress an autosomal or small RNA-directed phenotype that would otherwise affect both male and female progeny). Second, X chromosome dosage compensation in mammals occurs via silencing of one of the two X chromosomes in females. The inactive X chromosome could thus act as a ‘sink’ for epigenetic silencing machinery in females (Blewitt et al., 2005), such that the effective levels of this machinery available for autosomal gene regulation could differ between males and females. In this scenario, paternal transmission of an epigenetically-marked autosomal locus, or RNA, could cause differential effects in developing male vs. female offspring based on differences in the available levels of epigenetic effector machinery. Finally, we note that an emerging theme in many paternal effect paradigms is that the phenotypic changes observed in offspring are known to be regulated by various nuclear hormone receptors (NHRs). For example, the phenotypes described in paternal stress paradigms are related to glucocorticoid receptor signaling, while the metabolic gene expression changes resulting from paternal dietary interventions exhibit significant overlap with genes regulated by NHRs such as PPARα (Carone et al., 2010). Here, we find that paternal nicotine exposure affects hepatic expression of many targets of metabolic NHRs, as well as the xenobiotic-responsive NHRs CAR and PXR (Figure 4). 

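Of 32 nuclear receptor genes, none passed over all genes in limma, where 5 had a positive and 3 a negative log2 fold change at an unadjusted p under 0.05, and 2 were higher when adjusted over the list alone. Nr1h4, which encodes the bile acid receptor FXR, had a log2 fold change of 0.41 (standard error 0.12, adjusted p = 0.130) and Ppara of 0.39 (standard error 0.14, adjusted p = 0.201). All 7 culture conditions pooled, Nr1i3, which encodes CAR, was at 0.34 (standard error 0.26, adjusted p = 0.550), with 35.7 ± 11.3 ppm (SD, n = 5) in TA and 57.5 ± 24.3 ppm (SD, n = 5) in NIC hepatocytes at 0 h. Its log2 fold change was -0.60 at 21 h (unadjusted p = 0.298 in limma), where 3 of the 5 NIC libraries were shallow. The mean in ppm was not lower there, at 18.3 ± 12.8 ppm (SD, n = 5) in TA and 19.4 ± 19.5 ppm (SD, n = 5) in NIC hepatocytes. At 2 h with dexamethasone it was -0.32 on the log2 scale (2 animals per group, unadjusted p = 0.720 in limma). Nr1i3 lies on chromosome 1 of GRCm38 from 171213970 to 171220701.

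Of 37 targets of CAR and PXR, Sult1d1 and Slco1a4 were higher and none was lower (8 higher and 1 lower when adjusted over the list alone). In camera the nuclear receptor genes and the CAR and PXR targets lay above all other genes (adjusted p = 5.60e-04 and 0.0252 with the preset correlation, 0.368 and 0.609 with an estimated one). In the 2 h animals alone the CAR and PXR targets had a median log2 fold change of -0.26.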

As sex hormones also act through NHR signaling – androgen receptor and estrogen receptor – we speculate that levels or activity of NHR coactivators or corepressors could differ in male vs. female progeny, resulting in altered penetrance or magnitude of paternal effects on NHR-mediated gene regulation.

### Offspring drug resistance is revealed by pre-exposure to xenobiotics

A crucial feature of the drug resistance exhibited by NIC offspring is that the toxin-resistant state is only revealed by pre-exposure of these animals to xenobiotics. This requirement for drug pre-exposure/acclimation emphasizes the key role of the *offspring*’s environment in the manifestation of an epigenetically ‘reprogrammed’ phenotype. In other words, the development of an animal’s phenotype here involves an interaction between environmental conditions in two consecutive generations (see (Rodgers et al., 2013; Zeybel et al., 2012) for similar examples) – as with gene X environment effects, epigenetic marks also have context-dependent effects on organismal phenotype.

What is the mechanism by which low level drug exposure enhances the survival of NIC offspring? NIC hepatocytes exhibit derepression of xenobiotic response genes even before exposure to any drugs, yet these drug-naïve animals are no more resistant to nicotine or cocaine toxicity than control animals (Figures 3A and 5A). Instead, the enhanced xenobiotic metabolism in NIC livers appears to protect susceptible hepatocytes from toxicity during a course of sublethal drug exposure (Figure 7). The loss of hepatocytes in drug-exposed TA animals presumably explains why fewer than 50% of these animals survive an LD50 dose – calculated using drug-naïve animals – of nicotine or cocaine (Figures 3 and 5), with the preservation of hepatic capacity in NIC offspring preventing this degradation in survivability. That said, not only do drug-acclimated NIC offspring simply *preserve* their survival in the face of an LD50 dose of these drugs, but they exhibit dramatically *improved* survival, as far more than half of these animals survive this challenge. We have yet to uncover the mechanistic basis for this enhanced survival, as RNA-Seq analysis of the hepatocytes isolated from drug-acclimated animals does not reveal further upregulation of XPGs than that documented for naïve hepatocytes (not shown). Future studies will investigate whether drug acclimation might (1) affect mRNA abundance in a limited subset of hepatocytes (which would be diluted out in whole liver or hepatocyte culture experiments), (2) affect mRNA abundance only transiently during drug exposure (and not in cultured hepatocytes), leaving behind higher levels of the encoded proteins without an mRNA-Seq signature, or (3) affect xenobiotic metabolism not at the level of mRNA abundance, but post-transcriptionally.

### How is nicotine sensed in exposed males?

The pleiotropic response observed in nicotine-exposed offspring raises the question of how nicotine is sensed in the paternal generation in this system. A key question in this regard is whether stress experienced by the nicotine-exposed males might be responsible for inducing the offspring phenotype, as it is known that a variety of paternal stress exposure paradigms – including early maternal separation, social defeat stress, and chronic variable low level stress – affect multiple phenotypes in offspring, from glucose control to anxiety-related behaviors (Bale, 2015). While we have not formally ruled out a role for paternal stress in our system – it will of course be of interest to assay offspring nicotine resistance in well-studied paternal stress paradigms – two findings strongly argue against this paternal effect arising from a general stress response. First, chronic exposure to the nicotinic receptor antagonist mecamylamine, which blocks nicotine dependence in nicotine-treated fathers, does not interfere with induction of xenobiotic resistance in offspring (Figure 6), thus definitively ruling out a role for paternal withdrawal stress in induction of this phenotype. This first point is further supported by the finding that mecamylamine alone – which on its own has little effect on anxiety, locomotor behavior, or physical withdrawal symptoms in nicotine-naïve mice (Zhao-Shea et al., 2013) – is sufficient to induce xenobiotic resistance in offspring. Second, in contrast to multiple reported paternal stress paradigms, we do not find any evidence that paternal nicotine exposure affects anxiety-related behavior in offspring (Figure 1—figure supplement 2).

What, then, is the relevant feature of nicotine in inducing xenobiotic resistance in offspring? Paternal effects on toxin resistance in offspring did not require nicotinic receptor signaling, as both nicotine itself as well as a nicotine antagonist were able to induce the protective response in offspring. As both nicotine and mecamylamine exposure can result in reduction of nAChR signaling via desensitization or antagonism, respectively, it is formally possible that nAChR deactivation is the inciting stimulus in the paternal generation (or, less likely, that the surgical stress of mecamylamine infusion pump implantation, and nicotine consumption, both convergently induce the same effect in offspring). However, we favor the simpler hypothesis that both of these molecules serve to program offspring drug resistance via effects on paternal xenobiotic sensing. This model naturally raises the question of how xenobiotic exposure is sensed. As a diverse variety of xenobiotics can affect gene regulation via activation of the NHRs CAR and PXR, these NHRs represent appealing candidates for the relevant xenobiotic sensor in fathers.

Whatever the nature of the relevant xenobiotic sensor, a key challenge to address is why experimental exposure to nicotine or mecamylamine (or, presumably, many other xenobiotics) reprograms offspring drug resistance relative to control animals, given that control animals are also exposed to a multitude of small molecules even in controlled laboratory conditions. Do nicotine and mecamylamine somehow induce a switch-like ‘all or none’ change in some epigenetic mark that is not present in control sperm, or is the overall activity level of a xenobiotic sensor translated into quantitative changes in the levels of some continuous signal present in sperm? In the former case, what aspects of a given exposure paradigm are required to induce alterations to the sperm epigenome? We offer that one appealing mechanism for sensing increased levels of environmental xenobiotics would rely on comparing changes in sensor activity over an animal’s lifetime. For instance, if CAR/PXR signaling early in life – in utero perhaps, or early in postnatal life – were to result in a long-lasting ‘setpoint’ for the levels of CAR/PXR activity expected later in life, then the organism could detect increased xenobiotic exposure later in life via changes in overall CAR/PXR activity compared to this setpoint. Future studies will explore the nature of the ‘nicotine’ sensor in the paternal generation, and how information about exposure history is transmitted to offspring.

Taken together, our studies define a novel paternal exposure paradigm based on a specific ligand-receptor interaction, and show that paternal nicotine exposure programs offspring for enhanced resistance to multiple distinct toxins. Our data also reveal broad metabolic gene expression changes in NIC offspring, with potential implications for metabolic and cardiovascular health of offspring. Future studies will determine whether paternal nicotine exposure affects offspring via epigenetic marks in the sperm (vs. seminal fluid, etc.), and how paternally-transmitted information alters the course of development to result in xenobiotic-resistant hepatocytes. It will also be of interest to extend these studies to human populations, where the longer half-life of nicotine could potentially result in self-administration phenotypes not observed in the mouse model.

## Materials and methods

### Animal husbandry and drug treatments

C57BL/6J mice (RRID:IMSR_JAX:000664), three weeks old, were obtained from Jackson labs on a weekly basis and group-housed (four mice/cage) on a 12 hr light-dark cycle (7:00 A.M. to 7:00 P.M). After arrival, males were immediately put on either tartaric acid (TA, 375 µg/ml) or nicotine (200 µg/ml nicotine free-base) in drinking water for five consecutive weeks, followed by an additional week on tap water prior to mating. Nicotine-exposed and control males were then allowed to mate (for six days) with control females from the same shipment date. F1 offspring from nicotine-exposed and control fathers were used for all experiments reported, generally at eight weeks of age unless otherwise noted. Animals were maintained on-site in accordance with an approved IACUC protocol (A-1788).

### Locomotor assay

F1 males from nicotine-exposed and control fathers were pre-conditioned to handling and injections with 0.9% saline (100 µl, i.p.) for three days prior to start of the study. For the nicotine test sessions, animals were injected with nicotine and transferred to individual cages placed within an infrared photobeam frame (San Diego Instruments). Test sessions lasted 40 or 90 min per day for nine consecutive days. Locomotor activity was defined as the number of beam breaks during a session, whereupon the animal had to cross at least two photobeams from the original location to count as ambulation. Results were statistically quantified using unpaired t-tests with multiple comparison adjustment (Holm-Sidak correction).

### Nicotine Self-Administration assay

Microsurgical catheter implant was performed on 7-week old F1 males from nicotine-exposed and control fathers. Animals were anaesthetized with ketamine (100 mg/kg BW) and xylazine (10 mg/kg BW) followed by a intrascapular and right midclavicular incision at the level of the carotid sheath. Blunt preparation was used to create a subcutaneous canal between the two incisions. Subsequently, the vena jugularis dextra was located and a catheter (2Fr, PV 10 cm, Instech Labs) was inserted and gently pushed forward into the vena cava superior, where it remained for the length of the study. The catheter was ligated to the vein using Ethibond Excel 4.0. The distal end of the catheter was connected to a button (25 G, VAB, Instech. Labs), which was placed subcutaneously in an intrascapular position for easy access. After verifying that there was no leakage, the incision sites were closed with Ethibond Excel 4.0. Through the catheter, the mouse was treated with heparin (15 I.U., Sigma-Aldrich, St. Louis, MO) and an antibiotic mix of Ticarcillin (20 mg booster, Sigma-Aldrich) and Amikacin (10 mg/kg BW, Sigma-Aldrich). Animals received Ketoprofen (5 mg/kg BW, Sigma-Aldrich) once daily during a 3-day recovery phase. Afterwards, mice were put on a caloric restriction diet (85% w/w of regular 24 hr consumption) three days prior to start of the experiment. We preconditioned animals on sucrose pellets in a 60 min session once a day for seven consecutive days, whereby animals learned to nose-poke the active portal in a self-administration chamber in order to receive food reward. The number of nose-pokes required to get a sucrose pellet escalated starting with a fixed ratio of 1:1 (FR1) up to a fixed ratio of 5:1 (FR5). Only animals that had successfully been conditioned on sucrose pellets advanced to the testing phase, during which they administered nicotine to themselves through the implanted catheter. Catheter patency was verified daily by aspiration of blood and subsequent heparin infusion. Animals with blocked or dislocated catheters were excluded from the study. The self-administered nicotine doses started with 0.03 mg/kg/injection for 4 days, then 0.1 mg/kg/injection for 8 days, 0.25 mg/kg/injection for 8 days, and 0.4 mg/kg/injection for 8 days. The number of nose-pokes of the active versus the inactive portal, as well as the number of injections administered, were recorded and analyzed using GraphPad Prism 7.0 and multiple t-tests with Holm-Sidak correction. Survival was plotted as a Kaplan-Meier curve with significance levels calculated using modified Chi-square tests (Log-rank and Gehan-Breslow-Wilcoxon).

### Cotinine assay

Blood of F1 males from nicotine-exposed or control fathers was collected in EDTA-coated tubes after injection of 1.5 mg/kg nicotine free-base i.p. at 15 min, 30 min, and 45 min post-injection. Cellular components were separated from serum by centrifugation at 12,000 ×g for 10 min. Cotinine levels in serum of chronic F1s were measured using a Direct ELISA kit (CalBiotech Inc.). Samples were run as two technical replicates together with a cotinine standard curve for each 96-well plate. Analysis was performed using GraphPad Prism 7.

### Anxiety assays

The elevated plus maze consisted of four arms connected by a central axis (5 × 5 cm) and was elevated 45 cm above the floor. Two of the arms contained plastic black walls (5 × 30 × 15 cm) while the other two remained open (5 × 30 × 0.25 cm). Mice were individually placed on the center of the maze with their heads facing one of the open arms and allowed 5 min of free exploration. The number of entries into the open and closed arms, and the total time spent in the open and closed arms was measured by MED-PC IV software (MED associates, Inc.).The apparatus was thoroughly cleaned between animals. For activity in the open field, mice were placed in a rectangular arena made of Plexiglas (40 × 40 × 30 cm) and mouse activity was video recorded for 10 min. Total activity, velocity, and time spent in the peripheral and central area of the open field was analyzed using video tracking software (Noldus Ethovision).

### cFos staining and cell count

F1 males from TA- and nicotine-exposed fathers were treated as for transcriptome analysis and phenotype studies. Briefly, animals received nicotine in their drinking water (200 µg/ml nicotine free-base) for six consecutive days starting at seven weeks post-natum. Afterwards, mice were put on filtered tap water from 12:00 P.M. until 7:00 A.M. the next day followed by immediate tissue collection. Brains of additional eight-week old control animals are dissected 90 min after i.p. injection of 1.5 mg/kg BW nicotine free-base. Animals were anesthetized with sodium pentobarbital i.p. (200 mg/kg BW) followed by intracardial infusion of 10 ml ice-cold PBS and 10 ml paraformaldehyde (PFA; 4% w/v in PBS). Brains were kept at 4°C in 4% PFA for 2 hr and then transferred into 30% sucrose (w/v in PBS) until slice preparation.

Brains were sectioned using a microtome (Leica) into 25 µm slices and immersed in a 50% glycerol, 50% ethylene glycol solution (Sigma) to preserve the tissue. Brain slices were stored in −20°C until further processing. Using the free-floating immunostaining method, slices were washed with PBS for 5 min, permeabilized with 0.5% (v/v) Triton X-100 (Sigma) for 10 min, and blocked with 3% donkey serum for 30 min. The slices were incubated overnight at 4°C with antibodies against c-Fos (1:1000, catalog number: sc-52, lot number: D2315, Santa Cruz Biotechnology, Santa Cruz, CA). After washes with PBS, slices were incubated with Alexa Fluor 594 secondary antibodies (1:1000, ref number: A21207, lot number: 1602780, Life Technologies, Carlsbad, CA). Counterstaining was carried out with DAPI through mounting media (Cat number: H-1200, lot #: ZB0730, Vector, Burlington, CA). Fluorescent images were captured using an AxioCam MRm camera (Carl Zeiss, Peabody, MA) attached to a Zeiss Axiovert inverted fluorescent microscope equipped with Zeiss filter sets 38HE, 49, and 20. Zeiss objectives A-p were subsequently processed using Axiovision version 4.8.2. Quantification of c-Fos-positive cells was performed using ImageJ, with a minimum of 6 hippocampal brain slices analyzed per animal.

### Tissue harvest for hippocampal mRNA-Seq

Seven week-old male F1 animals from control (TA) and nicotine-exposed fathers were divided into three treatment groups: naïve, chronic, and chronic + stimulation. Naïve mice were not exposed to nicotine before tissue collection at 8 weeks of age. Chronic animals received nicotine in their drinking water (200 µg/ml) for six consecutive days. Afterwards, chronic mice were put on filtered tap water from 12:00 P.M. until 7:00 A.M. the next day followed by tissue collection as for naïve animals. Chronic + stimulation animals were treated as chronic animals, but received an additional nicotine injection (1.5 mg/kg BW nicotine free base i.p.) 30 min before organ harvest. For all three sets of animals, following sacrifice brains were explanted and put on ice. A midline incision was executed and midbrain, hypothalamus, and hippocampus of either side were dissected. Tissues were immediately immersed in liquid nitrogen, then stored at −80°C until further processing.

### Hepatocyte isolation for mRNA-Seq and for ATAC-Seq

Eight week-old male F1 animals from control (TA) and nicotine-exposed fathers were anaesthetized using ketamine (100 mg/kg BW) and xylazine (10 mg/kg BW). The abdominal cavity was opened with a transverse incision below the rib cage. The portal vein was dissected with blunt forceps and a 26 G catheter needle was inserted. After cutting the vena cava inferior cranial of the liver, the organ was perfused firstly with 1X HBBS +200 mM EDTA (10 ml at 7 ml/min) and secondly with 50 ml DMEM containing collagenase type I (0.4 mg/ml) at 7 ml/min. The liver was then removed from the abdominal cavity, put in a petri dish containing culture medium (DMEM, 20% FBS, 1X ITS, 1X Penicillin/Streptomycin, 0.1 µM Dexamethasone, Sigma-Aldrich), and gently dissected to allow release of hepatocytes and supporting cells from connective tissue. Note that due to the disaggregation of the entire liver, mRNA abundance changes observed in a subset of hepatocytes (such as, for example, dying cells in drug-acclimated animals – Figure 7) will be diluted out by the majority of unaffected hepatocytes. After filtration through a 70 µm nylon cell strainer, cells were washed twice with PBS 1X and once with culture media (centrifugation at 500 rpm for 5 min), and plated on a 0.1% gelatin-coated well. Hepatocytes were allowed to adhere to the bottom of the well for three hours. Nonadherent cells were then removed, and fresh culture medium was then added, initiating our time course (T0, T1, T3, T21 hours). Cells were collected after a PBS 1X wash by adding TriZol to the well for RNA experiments.

### RNA-Seq

Strand-specific libraries were prepared as previously described (Zhang et al., 2012). Briefly, brain and liver were collected from nicotine-exposed and control F1 males. Hepatocytes were isolated as described above. For the hippocampus, after sectioning of brain into 1 mm slices, areas of interest were identified according to the Mouse Brain Atlas by Paxinos and Franklin and dissected using 0.5 mm punches.

RNA from brain and liver was isolated using standard TriZol protocols, followed by rRNA depletion (RiboZero kit, Illumina, Inc.). After first- and second-strand synthesis, adapters were ligated to fragments and amplified using multiplexed PCR primers. Libraries were sequenced on a NextSeq 500 platform from Illumina, Inc. Quality-controlled reads were aligned to the reference genome (Mus musculus/mm10) with Bowtie2 and differential expression was calculated using DESeq2. For multiple comparison adjustments, we used Holm-Bonferroni correction as a more conservative approach.

RNA-Seq data are available at GEO, accession # GSE94059.

### ATAC-Seq

ATAC-seq libraries were prepared for 16 hepatocyte samples (4 NIC and 4 TA animals, with each sample split into untreated and dexamethasone-treated aliquots) as previously described (Buenrostro et al., 2015) using the Nextera DNA Library Preparation Kit (Illumina). Libraries were paired-end sequenced on a NextSeq 500, and reads were aligned to mm10 using Bowtie2, v2–2.1.0 with the parameters -D 15 R 2 N 1 L 20 -i S,1,0.50 --maxins 2000 --no-discordant --no-mixed. Mitochondrial DNA and random chromosome mapped reads were removed, and PCR duplicates were removed. Genome browser images were generated from merged datasets with reads extended to 150 bp, and normalized by total mapped reads per sample. For differential peak analysis, HOMER was used to identify NIC-specific peaks using TA peak files as background.

ATAC-Seq data are available at GEO, accession # GSE92240.

### Liver histology

Livers were harvested from F1 males from nicotine-exposed and control fathers under various conditions (pre-treatment with nicotine 1.5 mg/kg BW intraperitoneal b.i.d. for five days or cocaine 15 mg/kg BW intraperitoneal b.i.d. or acetaminophen 400 mg/kg BW q.d. for one day) and washed with PBS. A 4 mm slice was taken from each lobe and put in ice-cold 4% formaldehyde overnight. The next day, samples were dehydrated in a series of escalating ethanol solutions starting with 70% and ending with 100%, embedded in paraffin, and sectioned (4 µm slices), each section containing all four lobes, which were then mounted onto a glass slide. For H/E staining, slices were de-parafinized, incubated with xylene and a series of descending ethanol solutions. Incubation times for Mayer’s hematoxylin (Sigma-Aldrich) and 1% Eosin Y (Sigma-Aldrich) were 30 s and 20 s, respectively. After dewaxing of tissue, TUNEL staining was performed following the manufacturer’s recommendations (in Situ Cell Death Detection Kit, POD, Roche). Apoptotic areas per lobe were counted under a light microscope with 20X magnification at five different levels through the sample and analyzed with Image J.

## Additional files

Supplementary file 1. RNA-Seq of TA and NIC hippocampus. RNA-Seq data for hippocampus isolated from male TA or NIC offspring, with samples being collected from drug-naïve animals, from ‘chronic’ animals subject to 6 days of nicotine administration prior to 24 hr of withdrawal, or subject to chronic nicotine exposure followed by a single sublethal injection of nicotine. **DOI:** http://dx.doi.org/10.7554/eLife.24771.019

Supplementary file 2. 

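Supplementary file 2 holds the ppm values of the 60 hepatocyte libraries, with 1 gene per row. The first 1004 genes and 49 library columns of the supplement are at hand, and these 49196 values equal those of the deposited table (largest relative difference 4.96e-06). The deposited table holds 23126 genes, of which 27 symbols were turned into calendar dates by spreadsheet software and were not named. Counts for a count model such as the authors' DESeq2 could be recovered for the 4 libraries of date C only, as whole reads. In edgeR on these reads, 2 NIC against 2 TA libraries, 1 of 8621 genes was lower in NIC hepatocytes (adjusted p = 0.0465), with 655 at an unadjusted p under 0.05.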

Hepatocyte RNA-Seq, naïve hepatocytes. RNA-Seq data for hepatocytes isolated from male TA or NIC offspring, then cultured in vitro for varying times as indicated. **DOI:** http://dx.doi.org/10.7554/eLife.24771.020

Supplementary file 3. Hepatocyte sATAC-Seq. List of peaks exhibiting significantly increased ATAC-Seq signal in NIC hepatocytes, relative to TA hepatocytes. **DOI:** http://dx.doi.org/10.7554/eLife.24771.021

### Major datasets

The following datasets were generated:

Vallaster MP,Kukreja S,Rando OJ,2017,Hepatocyte RNA-Seq,https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE94059,Publicly available at the NCBI Gene Expression Omnibus (accession no: GSE94059)

Rando OJ,Bing XY,2017,Hepatocyte ATAC-Seq,http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE92240,Publicly available at the NCBI Gene Expression Omnibus (accession no: GSE92240)

## References

[bib1] Bale TL (2015). Epigenetic and transgenerational reprogramming of brain development. Nature Reviews Neuroscience.

[bib2] Blewitt ME, Vickaryous NK, Hemley SJ, Ashe A, Bruxner TJ, Preis JI, Arkell R, Whitelaw E (2005). An N-ethyl-N-nitrosourea screen for genes involved in variegation in the mouse. PNAS.

[bib3] Buenrostro JD, Wu B, Chang HY, Greenleaf WJ (2015). ATAC-seq: a method for assaying chromatin accessibility Genome-Wide. Current Protocols in Molecular Biology.

[bib4] Carone BR, Fauquier L, Habib N, Shea JM, Hart CE, Li R, Bock C, Li C, Gu H, Zamore PD, Meissner A, Weng Z, Hofmann HA, Friedman N, Rando OJ (2010). Paternally induced transgenerational environmental reprogramming of metabolic gene expression in mammals. Cell.

[bib5] Corrigall WA, Coen KM (1989). Nicotine maintains robust self-administration in rats on a limited-access schedule. Psychopharmacology.

[bib6] Dietz DM, Laplant Q, Watts EL, Hodes GE, Russo SJ, Feng J, Oosting RS, Vialou V, Nestler EJ (2011). Paternal transmission of stress-induced pathologies. Biological Psychiatry.

[bib7] Fonck C, Nashmi R, Deshpande P, Damaj MI, Marks MJ, Riedel A, Schwarz J, Collins AC, Labarca C, Lester HA (2003). Increased sensitivity to agonist-induced seizures, straub tail, and hippocampal theta rhythm in knock-in mice carrying hypersensitive alpha 4 nicotinic receptors. Journal of Neuroscience.

[bib8] Fowler CD, Lu Q, Johnson PM, Marks MJ, Kenny PJ (2011). Habenular α5 nicotinic receptor subunit signalling controls nicotine intake. Nature.

[bib9] Gapp K, Jawaid A, Sarkies P, Bohacek J, Pelczar P, Prados J, Farinelli L, Miska E, Mansuy IM (2014). Implication of sperm RNAs in transgenerational inheritance of the effects of early trauma in mice. Nature Neuroscience.

[bib10] Harris A, Seckl J (2011). Glucocorticoids, prenatal stress and the programming of disease. Hormones and Behavior.

[bib11] McPherson NO, Fullston T, Aitken RJ, Lane M (2014). Paternal obesity, interventions, and mechanistic pathways to impaired health in offspring. Annals of Nutrition and Metabolism.

[bib12] Mineur YS, Abizaid A, Rao Y, Salas R, DiLeone RJ, Gundisch D, Diano S, De Biasi M, Horvath TL, Gao X-B, Picciotto MR (2011). Nicotine decreases food intake through activation of POMC neurons. Science.

[bib13] Pembrey ME, Bygren LO, Kaati G, Edvinsson S, Northstone K, Sjöström M, Golding J, ALSPAC Study Team (2006). Sex-specific, male-line transgenerational responses in humans. European Journal of Human Genetics.

[bib14] Rando OJ (2012). Daddy issues: paternal effects on phenotype. Cell.

[bib15] Rando OJ, Simmons RA (2015). I'm eating for two: parental dietary effects on offspring metabolism. Cell.

[bib16] Rodgers AB, Morgan CP, Bronson SL, Revello S, Bale TL (2013). Paternal stress exposure alters sperm microRNA content and reprograms offspring HPA stress axis regulation. Journal of Neuroscience.

[bib17] Short AK, Fennell KA, Perreau VM, Fox A, O'Bryan MK, Kim JH, Bredy TW, Pang TY, Hannan AJ (2016). Elevated paternal glucocorticoid exposure alters the small noncoding RNA profile in sperm and modifies anxiety and depressive phenotypes in the offspring. Translational Psychiatry.

[bib18] Simmons R (2011). Epigenetics and maternal nutrition: nature v. nurture. Proceedings of the Nutrition Society.

[bib19] Siu EC, Tyndale RF (2007). Characterization and comparison of nicotine and cotinine metabolism in vitro and in vivo in DBA/2 and C57BL/6 mice. Molecular Pharmacology.

[bib20] Skinner MK, Manikkam M, Guerrero-Bosagna C (2011). Epigenetic transgenerational actions of endocrine disruptors. Reproductive Toxicology.

[bib21] Tapper AR, McKinney SL, Nashmi R, Schwarz J, Deshpande P, Labarca C, Whiteaker P, Marks MJ, Collins AC, Lester HA (2004). Nicotine activation of alpha4* receptors: sufficient for reward, tolerance, and sensitization. Science.

[bib22] Vassoler FM, White SL, Schmidt HD, Sadri-Vakili G, Pierce RC (2013). Epigenetic inheritance of a cocaine-resistance phenotype. Nature Neuroscience.

[bib23] Yohn NL, Bartolomei MS, Blendy JA (2015). Multigenerational and transgenerational inheritance of drug exposure: The effects of alcohol, opiates, cocaine, marijuana, and nicotine. Progress in Biophysics and Molecular Biology.

[bib24] Zeybel M, Hardy T, Wong YK, Mathers JC, Fox CR, Gackowska A, Oakley F, Burt AD, Wilson CL, Anstee QM, Barter MJ, Masson S, Elsharkawy AM, Mann DA, Mann J (2012). Multigenerational epigenetic adaptation of the hepatic wound-healing response. Nature Medicine.

[bib25] Zhang Z, Theurkauf WE, Weng Z, Zamore PD (2012). Strand-specific libraries for high throughput RNA sequencing (RNA-Seq) prepared without poly(A) selection. Silence.

[bib26] Zhao-Shea R, Liu L, Pang X, Gardner PD, Tapper AR (2013). Activation of GABAergic neurons in the interpeduncular nucleus triggers physical nicotine withdrawal symptoms. Current Biology.

[bib27] Zhao-Shea R, DeGroot SR, Liu L, Vallaster M, Pang X, Su Q, Gao G, Rando OJ, Martin GE, George O, Gardner PD, Tapper AR (2015). Increased CRF signalling in a ventral tegmental area-interpeduncular nucleus-medial habenula circuit induces anxiety during nicotine withdrawal. Nature Communications.

[bib28] Zhu J, Lee KP, Spencer TJ, Biederman J, Bhide PG (2014). Transgenerational transmission of hyperactivity in a mouse model of ADHD. Journal of Neuroscience.

How the deposited data were processed for this re-analysis (not part of the article)

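The data are 60 RNA-Seq libraries of hepatocytes from 20 male offspring, 10 of TA and 10 of NIC fathers. Time course animals, 5 per group, gave 5 libraries each (0, 1, 3 and 21 h and 21 h none), except that, as listed, NIC animal 11 has 6 and NIC animal 14 has 4, and the other 5 per group gave 1 library each at 2 h, 2 with and 3 without dexamethasone. All time course cultures had dexamethasone by the sample labels. RNA was depleted of rRNA, libraries were strand-specific, and they were sequenced on a NextSeq 500. The authors aligned quality-controlled reads to mm10 with Bowtie2 and tested differences with DESeq2 and Holm-Bonferroni correction. For RNA-Seq they state no software versions, counting tool or gene annotation.

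The table deposited by the authors gives 1 normalized value per gene and library and describes all of them as ppm of mapped reads. For the 4 libraries of date C, the deposited values are CPM, scaled read counts, in which every value is a whole multiple of 1 read (tolerance 0.05), so that the authors' read counts could be recovered. For the other 56 libraries, the values deposited by the authors behave as TPM, which are scaled by transcript length as well, because their smallest steps differ from gene to gene. Against the CPM values these values fall with transcript length (Spearman's rho across 7636 genes -0.400, genes not being independent). The text writes ppm for both. Comparisons of NIC with TA were made within culture conditions, so that both groups always share the unit. The table has 23126 genes, 27 of whose symbols had been turned into calendar dates and 2 of whose symbols occur more than once. Read totals, known for date C only, were 1530794 to 2793007. For dates A and B, depth was estimated from the step sizes relative to the deepest library of the date, from 0.0242 to 1. The values of date D did not allow it.

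NIC and TA were compared with limma 3.58.1 in R 4.3.3 on log2(ppm + 1), with an intensity trend, for the 11135 genes with a mean above 1 ppm. The model had a term for each of the 7 culture conditions, for date B against date A and for the father, and the animal as a random block, with a consensus correlation of 0.0974 from statmod 1.5.0 (median over all genes 0.0836). The block rests on libraries of the same animal, as the paper's tables and the library titles give them. A second model with a term per father and culture condition gave the comparisons within conditions and the interaction of father and time (consensus correlation 0.108). Its spread per gene was shared by all culture conditions. P-values were adjusted by the Benjamini-Hochberg method, and by Holm's as in the paper's methods. Differences of single genes were also tested on animal means by exact permutation within dates (14400 splits, smallest p 1.39e-04). The contrast of time course and 2 h animals was tested by exchanging animals across dates within each father group (63504 splits). Counts being recoverable for date C alone, edgeR 4.0.16 (quasi-likelihood test) was run on those 4 libraries only, a test added after their unit was seen.

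For 48 gene lists of pathways, cell type markers and technical signals, members that passed were counted over all genes and when adjusted over the list alone. The lists were also tested with camera on animal means, with a preset correlation of 0.01 and with an estimated one, and with fry in the model with the animal as block. The tests, the gene lists, the alternatives and the rule for named genes were fixed before the data were examined. That rule takes the genes the paper names for these libraries (whose values in the paper's tables had been seen), the 12 genes of smallest p in each direction among those that passed, up to 4 members of smallest p per described list, and the 12 largest changes in each direction at 21 h against 0 h that passed and had the same sign in every animal. Fam107a falls outside the rule and was named after its values were seen. The 12 lists whose members are described were picked after the list results were seen, as were 6 further alternatives, which are named as such where their values stand. Coordinates are those of GENCODE M21 on GRCm38.

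On libraries simulated for the same 11135 genes, the comparison of NIC with TA recovered 22% of the genes changed by 0.5 and 91% of those changed by 1 on the log2 scale, with 46 other calls, when each gene had its own correlation within animals, and 27% and 83% with 7 other calls when all genes shared one. With no gene changed it made 14 calls in the first case and 1 in the second, so that part of the calls made with a shared correlation are false where genes differ in it. Animal means recovered 7% and 67% with 2 other calls. At 21 h the comparison recovered 19% of changes of 1 and 79% of changes of 2, with 7 other calls, and 21 h against 0 h recovered 58% and 98% of these, with 10. The simulated spread was the same in all culture conditions, so false calls from a larger spread at 21 h could not appear. The edgeR test on 4 libraries recovered 84% of changes of 2 and 99% of changes of 3 among 9845 genes, with 6 other calls. The set test found 5 of 5 shifted lists and none of 25 others. These lists were random genes simulated independently of each other, so false calls of lists with correlated members could not appear.

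Alternatives covered the unit of replication, the pseudocount (0.1 and 5), the filter (none, or a mean above 25 ppm), the date term, the scaling, weights per library, the z score, the threshold (0.1), the samples, the animal of 1 library, and leaving out each animal. ATAC-Seq, hippocampal RNA-Seq, RT-qPCR and animal survival were left out, because their values are outside the table analyzed here.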

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

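The tests of the date C unit, of pericentral genes, of change in culture, of other cell types and of the paper's 9 genes in the 2 h animals and the second test of 21 h none (loss of another library) were chosen only after the result was seen, as was leaving out single animals of dates C and D. For the tests of the date C unit, in the 2 h animals and of change in culture, the reading was made more cautious after the values were seen.

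Of 120 groups of libraries examined for a library far from the others, 11 had one, where chance gives about 6. Cyp2a5 in NIC animal 12 was at 1662 ppm at 0 h (others 708 to 903 ppm) and again at 1662 ppm at 1 h (others 578 to 697 ppm). Nr1i3 in NIC animal 13 was low at 1 h, at 21.0 ppm (others 60.5 to 85.1 ppm), and at 3 h, at 22.1 ppm (others 58.2 to 83.5 ppm). The same animal was low at 0 h for Slco1a4, at 20.7 ppm (others 70.0 to 97.5 ppm), and for Ugt2b1, at 915 ppm (others 1121 to 1216 ppm). Slco1a4 was high in TA animal 2 at 3 h, at 61.6 ppm (others 24.5 to 31.6 ppm), and Cyp2c68 in TA animal 2 at 21 h, at 200.5 ppm (others 81.8 to 101 ppm). Ugt2a3 was low in TA animal 4 at 21 h, at 118 ppm (others 199 to 233 ppm), and Sult1d1 in NIC animal 15 at 3 h, at 261 ppm (others 295 to 306 ppm). The TA 21 h none library of animal 1 had 14106 genes above 0, the others 12746 to 13122.

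Of the genes that passed between NIC and TA, 5 are outside the paper's heat map: Cxadr at -0.58, Cdh1 at -0.70, Dsg2 at -0.63, Zfp266 at -0.50 and Fam107a at 0.76 on the log2 scale. For all 22 genes together, splitting the animals otherwise within dates gave as many in 16 of 100 splits, the real one included, so that chance could not be excluded. The highest other split gave 783 genes, several times the real count. A structure among the animals besides the father could give such a count, which was not tested. For the 28 lists that passed with camera's preset correlation, 11 of 100 splits gave as many (highest other 31), and chance could not be excluded. Culture, whose effect the paper does not describe, changed more genes than the father: 5580 genes differed between 21 h and 0 h, and chance was excluded (1 of 100 splits, highest other 4659), while 2869 differed between 21 h none and 21 h, where 6 of 100 splits gave as many (highest other 4415) and chance could not be excluded. The 30 lists that passed between 21 h and 0 h were matched in 7 of 100 splits (highest other 32), so that for them chance could not be excluded.

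The counts of genes that passed between NIC and TA were highest at 21 h and 21 h none. The model used 1 spread per gene for all culture conditions, although 21 h libraries resembled each other less. Median correlations with libraries of the same culture were 0.767 to 0.940 for NIC 21 h and 0.970 to 0.978 for NIC 0 h libraries. Such a spread is too small for 21 h and too large for 0 h, so the counts do not show when the groups differed most. In all, 156 genes were higher and 439 lower in NIC hepatocytes at 21 h, and 115 and 261 at 21 h none. For 22 genes the NIC effect at 21 h differed from that at 0 h. Of 60 splits, 16, 6 and 15 gave as many (highest other 2112, 2745 and 425), so chance was not excluded. Structure among the animals and the depth of single libraries could both give such counts, and the splits do not separate them. Leaving out the 3 shallowest NIC 21 h libraries ended all calls at 21 h (0 in limma, 795 genes at an unadjusted p under 0.05), whereas the other 9 sets of 3 left a median of 2061 (highest 4428), which argues against fewer libraries alone as the cause, and the 2 of them that leave out the libraries of animals 14 and 15 left 242 and 294 calls, so that the calls follow these libraries most. Genes called lower at 21 h had a median of -1.59, and of -0.39 in the 2 deeper NIC libraries against TA, between what low depth alone and a change in every library predict, so low depth and a difference between animals cannot be told apart. At 21 h none, 9 calls remained without the shallowest NIC library but 5 without another, deeper one (highest 1737), so that depth and single libraries cannot be told apart there either. A paternal effect that grows in culture stays open.

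Cyp2a5 and Cyp1a2 were higher in NIC animals of dates A and B and not in those of dates C and D. The size of the differences on dates C and D depended on single animals. On date D both stayed negative without any 1 animal (-0.25 to -2.19 and -0.40 to -1.71). On date C they were at 1.16 and 0.46 without NIC animal 16 and at -2.01 and -1.78 without NIC animal 17. With dates C and D together both stayed negative without any 1 animal (-0.39 to -1.49 and -0.55 to -1.25). On date C, NIC and TA shared the unit. Date D is in the unit of dates A and B and was negative as well, so the unit of date C has no part in its values. Dates A and B against date D were at 0.86 against -1.12 for Cyp1a2 (exact permutation p = 0.00319) and at 1.45 against -1.41 for Cyp2a5 (p = 0.00925). These p do not decide the contrast, because both genes were picked for this pattern out of 11 (0.0351 and 0.102 when multiplied by 11). The bound written for that test overlooked this. Across the 20 animals with dates removed, both followed 19 other pericentral genes, those of hepatocytes around the central vein (Cyp1a2 r = 0.89, permutation p = 1e-05, the smallest that the permutations run could give, Spearman's rho 0.81, r = 0.80 without the 2 outermost animals; Cyp2a5 r = 0.86, rho 0.83, r = 0.76), so that a different share of pericentral cells may add to the difference, which on dates A and B went from 0.86 to 0.45 and from 1.45 to 1.09 after adjustment. For the paper's 9 genes, the mean difference in the 10 animals of 2 h was 0.05 (share of 120 splits as large 0.392, highest other 0.56, 6 of 9 positive), and for the 200 genes of smallest p in the time course animals 0.10 (0.342, highest other 0.41, 135 of 200). These shares decide nothing, because a share above 0.05 with 10 animals does not exclude a difference of the same size. The bound written for that case overlooked this. By the sample labels, cultures of dates A, B and C all had dexamethasone and only those of date D lacked it. Dexamethasone therefore cannot account for the values of date C, and stays open for date D alone. The culture time, date and father's effect on single animals stay open.

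Genes of dedifferentiation tended to be lower in NIC hepatocytes, which a slower change in culture could bring about. A culture score of genes that change between 0 and 21 h differed by -0.77 at 21 h none (exact permutation p = 0.103, 5 against 5 libraries), by 0.05 at 21 h (p = 0.937), by -0.10, -0.24 and -0.64 at 0, 1 and 3 h (p = 0.698, 0.460 and 0.183) and by -0.39 and -0.32 at 2 h without and with dexamethasone (p = 1 and 0.333), a ratio of 0.129 between 0 h and 21 h none. The score was lower in NIC cultures in all conditions but 21 h, no difference passed, and the explanation stays open. Fewer other cells in NIC cultures would lower their markers. With all culture conditions pooled, the 3 marker lists had medians above 0 (stellate cells 0.59, Kupffer cells 0.24, sinusoidal endothelial cells 0.19). At 0 h they were 0.16, -0.15 and -0.14 in the same order, at 21 h, with the 3 shallow NIC libraries, 1.63, 1.15 and 0.61, and at 21 h none 0.78, 0.38 and 0.23. None passed with an estimated correlation in camera (adjusted p = 0.368, 0.440 and 0.390), so fewer other cells stay open as well. A lasting effect of the father on these genes remains untested.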

How the results depend on the processing

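Of the choices below, leaving out the 3 shallowest NIC 21 h libraries, leaving out the 2 h plus dexamethasone libraries, the 25 ppm filter with a threshold of 0.1, the study's z score with each library as a replicate, the animal correlation of the called genes, and edgeR on recovered reads were chosen after the data were seen. Of the values of counts and of the paper's conclusions, 258 stayed within 1.5 times or kept sign and call, 138 moved further, 8 gained the call and 1 changed sign, and of other named genes and lists 2932 kept sign and call, 395 lost and 195 gained the call, and 24 changed sign. Read totals are known only for date C and the depth of 3 NIC 21 h libraries is below 0.1 of the deepest of their dates, which limits low-abundance genes at 21 h most. Where a setting changes the samples or the genes tested, this by itself changes the counts. For the other settings the cause was not tested.

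The 15 genes higher in NIC offspring and 7 genes lower in NIC offspring (6 and 2 by Holm) depended on how libraries of an animal are treated and on which libraries are used. With no replicate block there were 101 higher and 183 lower (10 and 5 by Holm), and Cyp2a5 passed at 1.02. Animal means gave 0 higher and 0 lower (0 by Holm either way, 1105 genes at an unadjusted p under 0.05 in limma) and Cyp1a2 at -0.0381, and with the animal correlation of the called genes, 0.407 in place of 0.0974, it was 0 and 0 (0 by Holm, 391 unadjusted). Array quality weights gave 63 and 21 (11 and 4 by Holm) and Cyp2a5 at 1.07, the z score per culture condition 1 and 0 (1 and 0 by Holm, 1111 unadjusted), the study's z score, filter and threshold with each library as a replicate 276 and 289 (26 and 7 by Holm), with Cyp2a5 at 0.74 SD, and an adjusted p threshold of 0.1 gave 31 and 19. A mean above 25 ppm gave 9 higher (2 and 1 by Holm), and with a threshold of 0.1 as well 1 lower by Holm. With no date term 3 were lower (1 by Holm), with a level for each culture condition and date 11 (1 by Holm), with median of ratios 1 by Holm, and with rescaling without abundant genes 13, where 51.9% of the calls were higher against 68.2%.

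By samples, the time course libraries only gave 28 genes higher in NIC offspring and a Cyp2a5 log2 fold change of 1.43, the 0 h libraries only 0 and 0 (0 by Holm, 546 unadjusted), those without 21 h and 21 h none 1 lower (2 and 1 by Holm) and those without 21 h none 3 lower (3 and 1 by Holm). Date A only gave 9 and 1 (0 lower by Holm, 586 unadjusted) with Abcg5 at -0.0442 and Crot at 0.0498, and date B only 70 and 215 (16 and 18 by Holm) with Cyp2a5 at 2.43. Dates C and D only gave 0 and 0 (0 by Holm, 700 unadjusted) and turned the sign of Cyp1a2 (-0.94), Cyp2c68 (-0.11), Nr1i2 (-0.0553), Nr1i3 (-0.0926), Cyp2a5 (-1.02), Acaa1a (-0.23), Cyp2c40 (-0.13), Cyp3a59 (-0.17), the Ugt1a1 log2 fold change (-0.0792), the Abcb11 log2 fold change (0.0805) and Crot (0.0570). The libraries whose animal the study lists gave 238 and 783 (14 and 25 by Holm) with Cyp2a5 at 1.28. Without the library of uncertain animal 1 was lower by Holm, and without the 3 shallow NIC 21 h libraries 8 were higher and 2 lower (3 and 1 by Holm). Leaving out each animal gave 5 (TA 4) to 204 (NIC 13) higher, 1 (TA 4) to 579 (NIC 13) genes lower in NIC offspring, 1 to 23 and 1 to 15 by Holm, and 0.62 (TA 5) to 1.11 (NIC 13) for Cyp2a5, which passed without NIC 13 and without NIC 19 (1.09). Without 1 animal the number that passed also moved by over 1.5 times without TA 1 (9), TA 2 (40), TA 3 (9), TA 5 (40), NIC 11 (9), NIC 12 (7), NIC 14 (10), NIC 15 (7), NIC 16 (34), NIC 17 (14), NIC 19 (52) and NIC 20 (10).

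A mean above 25 ppm gave 912 genes higher at 21 h than at 0 h and 1222 genes lower at 21 h than at 0 h, date B only 1252 lower, the animal as a fixed replicate block 2081 higher and NIC animals only 1481 higher. Between NIC and TA, a pseudocount of 0.1 gave 809 lower at 21 h, 139 lower at 21 h none and 57 for the NIC effect at 21 h against at 0 h, and a mean above 25 ppm gave 14 higher and 66 lower at 21 h, 187 higher at 21 h none and 3. With 1 library counted as animal 14, 428 were lower at 21 h none, and with no replicate block 445 and 6 for the effect at 21 h against at 0 h. Without the 3 shallow libraries it was 0 higher and 0 lower at 21 h (795 unadjusted in limma), 302 higher and 1475 genes lower in NIC than TA at 21h none, and 1 for the effect at 21 h against at 0 h. A mean above 25 ppm gave 969 genes higher at 21 h none than at 21 h, and no replicate block 233 lower. In edgeR on recovered reads of the 2 h cultures with dexamethasone, 1 gene was lower.

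Of 48 gene lists, 28 passed between NIC and TA in camera with its preset correlation. In all, 0 passed with an estimated correlation, 5 with fry with the animal as block, 11 in the 2 h animals only, and 18 (without NIC 20) to 32 (without TA 9) without 1 animal. On animal means, median log2 fold changes turned negative in the 2 h animals only for cytochrome P450 genes of families 1 to 3 (-0.16), phase III transporter genes (-0.0196), targets of the receptors CAR and PXR (-0.26) and lipogenic and LXR target genes (-0.11), and in the time course animals only for nuclear receptor genes (-0.0314). Without 1 animal, the cytochrome P450 genes of families 1 to 3 median log2 fold change ranged from -0.0184 (NIC 17) to 0.12 (NIC 19), the phase III transporter genes median log2 fold change from -0.00320 (NIC 11) to 0.12 (TA 8) and the targets of the receptors CAR and PXR median log2 fold change from -0.0146 (NIC 17) to 0.17 (NIC 19).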

Differences from the paper's values

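Settings chosen after the data were seen are named as such, and all others were set before the data were examined. The setting of the libraries whose animal the study lists drops NIC libraries only, those outside the source data columns at hand.

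The paper gives 51 genes that differ between NIC and TA at an adjusted p under 0.05. Here 22 passed with Benjamini-Hochberg and 8 with Holm adjustment. With Benjamini-Hochberg adjustment the count fell within 1.5 times the paper's with an adjusted p threshold of 0.1 (50), with the time course libraries only (37), and without TA animal 2 (40), TA animal 5 (40), NIC animal 16 (34) or NIC animal 19 (52), and not under the other alternatives. With Holm adjustment it did so with date B only (34), with the libraries whose animal the study lists (39) and without NIC animal 13 (38), and not under the other alternatives.

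The paper's heat map holds 60 genes with an average above 25 ppm and a corrected p under 0.1. At these thresholds together, a setting chosen after the data were seen, 29 genes passed, 21 of them in the heat map. No alternative set before the data were examined joins both thresholds. With the study's z score, its filter and threshold, and each library as a replicate, also chosen after the values were seen, 565 genes passed. They include all 60 genes of the heat map and all 9 named xenobiotic genes, so that none of these is dropped. It is a setting, not the paper's stated method.

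Of the 9 xenobiotic genes that the paper names as upregulated, all 9 had positive log2 fold changes over all libraries, 8 had them on animal means (Cyp1a2 at -0.04), and 2, Sult1d1 and Slco1a4, passed over all genes. Both lost the call with animal means, the z score per culture condition, the 0 h libraries only, dates C and D only and, chosen after the data were seen, the animal correlation of the called genes. Slco1a4 (0.94, 0.0462) also lost it with no filter, a mean above 25 ppm, no date term, a level for each culture condition and date, median of ratios, rescaling without abundant genes, date A only, without 21 h none with or without 21 h, without the library of uncertain animal, without TA animal 1, 3, 4, 5, 7 or 9, without NIC animal 11, 12, 14, 15, 17 or 20, and, chosen after the data were seen, without the 3 shallow NIC 21 h libraries and without the 2 h plus dexamethasone libraries. Cyp1a2 (0.47, adjusted p = 0.237) passed with the time course libraries only and with date B only. Cyp2c68 (0.40, 0.195) passed with no replicate block, the time course libraries only, the libraries whose animal the study lists and without NIC animal 19. Ugt2a3 (0.43, 0.101) passed with no replicate block, array quality weights, date B only, the listed libraries and without NIC animal 13. Ugt2b1 (0.35, 0.0860) passed with no replicate block, a threshold of 0.1, the listed libraries and without NIC animal 13 or 19. Sult1a1 (0.48, 0.0594) passed with no replicate block, a threshold of 0.1, the listed libraries, without TA animal 2, 5 or 6, without NIC animal 13, 16 or 19, and, chosen after the data were seen, without the 2 h plus dexamethasone libraries and above 25 ppm with a threshold of 0.1. Nr1h3 (0.31, 0.0646) passed with no replicate block, a pseudocount of 0.1, no filter, median of ratios, array quality weights, a threshold of 0.1, without 21 h none, with the listed libraries, without TA animal 2 or 5, without NIC animal 13 or 19, and, chosen after the data were seen, above 25 ppm with a threshold of 0.1. Nr1i2 (0.30, 0.200) passed with no replicate block and the listed libraries.

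Of the 60 genes of the heat map, 17 passed here. None passed with animal means, the 0 h libraries only, dates C and D only or the animal correlation of the called genes (chosen after the data were seen), 1 with the z score per culture condition, 2 with date A only, 6 without TA animal 4, 7 without NIC animal 12 or 15, 8 without TA animal 1 and 9 without TA animal 3, NIC animal 11 or NIC animal 14. Fewer than 17 also passed without NIC animal 20 (10), the 3 shallow NIC 21 h libraries (10, chosen after the data were seen), 21 h and 21 h none (11), the date term (12), 21 h none (12), the library of uncertain animal (13), NIC animal 17 (13), TA animal 8 (14), 9 (15) or 7 (16) or the 2 h plus dexamethasone libraries (16, chosen after the data were seen), and 11 with a mean above 25 ppm. Settings that called further ones were no replicate block (35 more), the listed libraries (36), without NIC animal 13 (34), array quality weights (17), a threshold of 0.1 (13), without NIC animal 19 (13), date B only (12), without TA animal 2 (10), the time course libraries only (7) and without TA animal 5 (7). A pseudocount of 0.1, a level for each culture condition and date, rescaling without abundant genes and leaving out NIC animal 16 called 5 more each, and median of ratios 4. No filter, 1 library counted as animal 14 and leaving out NIC animal 18 called 2 more each. A pseudocount of 5, leaving out 21 h none with or without 21 h, and leaving out TA animal 7, TA animal 10 or NIC animal 11 called 1 more each. Of those chosen after the data were seen, the study's z score with each library as a replicate called 43 more, the 25 ppm filter with a threshold of 0.1 called 5, and leaving out the shallow NIC 21 h libraries or the 2 h plus dexamethasone libraries 1 each.

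The paper gives the receptors CAR and PXR the symbols Nr1h3 and Nr1i2. Nr1h3 encodes LXR alpha, and CAR is encoded by Nr1i3, which was at 0.34 (adjusted p = 0.550) and passed with the listed libraries (0.92) and with the study's z score, chosen after the data were seen. The paper finds lipid and amino acid metabolism and mitochondrial annotations enriched among upregulated genes, with Gene Ontology categories and an adjusted p under 0.1. The lists here are others, and the 15 genes passed at a threshold of 0.05. With so few genes, a list with no member among them says little. Among the 15 genes higher here, lipogenic and LXR targets (3, adjusted p = 2.30e-04 in Fisher's exact test) and amino acid catabolism genes (2, adjusted p = 0.0474) were enriched, and fatty acid oxidation genes (1, adjusted p = 0.323) and nuclear genes of oxidative phosphorylation (0, adjusted p = 1) were not. The paper finds drug metabolism enriched as well, and here phase II conjugation genes were (2, adjusted p = 0.0279), while cytochrome P450 genes of families 1 to 3 were not (0, adjusted p = 1). General genes of differentiated hepatocytes were enriched as well (3, adjusted p = 2.26e-04). Tested as whole lists in camera with an estimated correlation, none of the enriched lists passed (adjusted p = 0.440 for LXR targets, 0.390 for amino acid catabolism, 0.368 for phase II conjugation and 0.390 for differentiated hepatocytes).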

Other observations

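The splits at 0, 1 and 3 h and at 2 h without dexamethasone and the edgeR test were chosen only after the result was seen.

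Culture changed hepatocytes broadly within 21 h. Between 0 and 21 h, 3192 genes rose and 2388 fell (854 and 804 by Holm, limma, 10 animals). Enzymes of differentiated liver cells fell. Cyp8b1, which makes cholic acid, went from 191 ± 82.3 ppm (SD, n = 10) to 8.92 ± 5.78 ppm (SD, n = 10), a log2 fold change of -4.37 (standard error 0.24, adjusted p = 7.92e-23), and Cpt2, of mitochondrial fatty acid oxidation, from 87.5 ± 7.44 to 12.1 ± 4.89 ppm, a log2 fold change of -2.83 (adjusted p = 3.59e-22). Of 75 amino acid catabolism genes 70 fell and none rose, among them the urea cycle enzyme Cps1 at -1.73 and Tat at -1.78. Of 41 fatty acid oxidation genes 38 fell and none rose, of 24 citric acid cycle genes 22 fell and none rose, and of 22 genes of bile acid synthesis and FXR regulation 18 fell and none rose. The paper's own xenobiotic genes fell in culture as well, 7 of 9, among them Nr1i2 at -1.04 and Slco1a4 at -1.29. Of 36 cytochrome P450 genes of families 1 to 3, 29 fell and 1 rose.

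Genes of dedifferentiation and of ribosomal proteins rose at the same time. Of 36 genes known to rise when hepatocytes dedifferentiate in culture 29 rose and none fell, among them Anxa2 at 4.42 and Tnfrsf12a at 3.90, and of 79 ribosomal protein genes 67 rose and 1 fell. Among genes that passed with the same sign in all 10 animals, the largest changes were those of Psg22, Pla2g7 and Lgals3. Psg22 was at 5.65, from 0.254 ± 0.423 to 70.5 ± 41.0 ppm (SD, n = 10 each), Pla2g7 at 4.48 and Lgals3 at 4.47. Pkm, the pyruvate kinase that the adult hepatocyte expresses at low levels, rose from 10.1 ± 6.57 to 226 ± 148 ppm. Of 17 Kupffer cell markers 10 rose and 3 fell, with Marco at 3.29. Of 20 p53 targets 12 rose and 5 fell, with Mdm2 at 2.07. The lists of amino acid catabolism, fatty acid oxidation, dedifferentiation and ribosomal proteins passed in camera with its preset correlation, but with an estimated one the adjusted p was 0.0580, 0.0580, 0.0517 and 0.0637, so that no list of these passed. All 10 animals had the direction given for each gene named here. For Cyp8b1, Cpt2, Anxa2, Psg22, Pla2g7, Lgals3 and Pkm this was a condition for naming them. In the 21 h none cultures 2518 genes were higher and 351 lower than in the 21 h cultures.

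Within single culture conditions, no gene passed between NIC and TA at 0, 1 and 3 h in limma (148, 92 and 337 genes at an unadjusted p under 0.05). By chance 557 are expected, and the 0 h libraries tested alone gave 546. The spread shared by all culture conditions thus made the test strict at 0 h. A real count of 0 is matched by any split (60 of 60, highest other 6), so that the splits say nothing about chance here. None passed at 2 h without dexamethasone (323 unadjusted). The 10 splits of these 6 animals are too few for a share under 0.05 (real count 0, highest other 1). None passed at 2 h with dexamethasone in limma (178 unadjusted, and 1 gene in edgeR on recovered reads). By date, 9 genes were higher and 1 lower in NIC hepatocytes on date A, 70 and 215 on date B, and 0 on dates C and D (795 and 449 unadjusted).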
